# Effects of aged garlic extract and FruArg on gene expression and signaling pathways in lipopolysaccharide-activated microglial cells

**DOI:** 10.1038/srep35323

**Published:** 2016-10-13

**Authors:** Hailong Song, Yuan Lu, Zhe Qu, Valeri V. Mossine, Matthew B. Martin, Jie Hou, Jiankun Cui, Brenda A. Peculis, Thomas P. Mawhinney, Jianlin Cheng, C. Michael Greenlief, Kevin Fritsche, Francis J. Schmidt, Ronald B. Walter, Dennis B. Lubahn, Grace Y. Sun, Zezong Gu

## Abstract

Aged garlic extract (AGE) is widely used as a dietary supplement on account of its protective effects against oxidative stress and inflammation. But less is known about specific molecular targets of AGE and its bioactive components, including *N*-α-(1-deoxy-D-fructos-1-yl)-L-arginine (FruArg). Our recent study showed that both AGE and FruArg significantly attenuate lipopolysaccharide (LPS)-induced neuroinflammatory responses in BV-2 microglial cells. This study aims to unveil effects of AGE and FruArg on gene expression regulation in LPS stimulated BV-2 cells. Results showed that LPS treatment significantly altered mRNA levels from 2563 genes. AGE reversed 67% of the transcriptome alteration induced by LPS, whereas FruArg accounted for the protective effect by reversing expression levels of 55% of genes altered by LPS. Key pro-inflammatory canonical pathways induced by the LPS stimulation included toll-like receptor signaling, IL-6 signaling, and Nrf2-mediated oxidative stress pathway, along with elevated expression levels of genes, such as *Il6, Cd14, Casp3, Nfkb1, Hmox1,* and *Tnf*. These effects could be modulated by treatment with both AGE and FruArg. These findings suggests that AGE and FruArg are capable of alleviating oxidative stress and neuroinflammatory responses stimulated by LPS in BV-2 cells.

Garlic (*Allium sativum L.*) has been recognized to offer health benefits including cardiovascular protective effects and cancer preventive effects^1^,^2^,^3^. Aged garlic extract (AGE) is a nutritional supplement prepared by prolonged extraction (normally for 20 months) of fresh garlic with 15–20% aqueous ethanol at room temperature. This product is odorless and appears to be superior to normal garlic in its antioxidant properties. AGE can act as a superoxide radical scavenger^4^,^5^,^6^. AGE was further shown to promote a potent antioxidant protection in cells by enhancing activity of the cellular antioxidant enzymes superoxide dismutase, catalase and glutathione peroxidase, and by increasing glutathione^7^,^8^. As a dietary supplement, AGE was shown to reduce total serum cholesterol, low-density lipoprotein, and systolic pressure in hypercholesterolemic patients and to inhibit platelet aggregation in both animal and human subjects^9^,^10^,^11^.

*N*-α-(1-deoxy-D-fructos-1-yl)-L-arginine (FruArg) is a major carbohydrate derivative and a component of non-sulfur containing nutraceuticals from AGE^12^,^13^. Quantitative analysis revealed that AGE contained 2.1–2.4 mmol/L of FruArg, but none was detected in either raw or heated garlic juice^14^. FruArg belongs to a family of fructose-amino acids in AGE, and is an Amadori rearrangement product arising from the condensation reaction between free glucose and arginine during early stages of the Maillard reaction, which is responsible for color formation in foods and, to a large extent, antioxidant properties of AGE^14^,^15^,^16^. Studies indicated the anti-tumor effects of certain species of fructose-amino acids are due mainly to their ability to inhibit cancer cell proliferation and adhesion^17^,^18^. Meanwhile, FruArg was shown to exhibit antioxidant activity and hydrogen peroxide scavenging capacity that is comparable to the potent hydrogen peroxide scavenging compound ascorbic acid^14^,^19^. Our previous study demonstrated that AGE and FruArg could suppress NO production in a concentration-dependent manner without affecting the cell viability in lipopolysaccharide (LPS)-induced mouse BV-2 microglial cells, suggesting AGE and FruArg have beneficial effects in mitigating neuroinflammation^20^.

In the present study, RNA-Seq analysis was conducted to assess global gene expression affected by AGE and FruArg in LPS-induced BV-2 microglial cells. Our results show that AGE is capable of repressing levels of pro-inflammatory mRNAs in LPS-treated cells and that FruArg is an active functional component in AGE that accounts for the protective effects. Additionally, we have also annotated the canonical pathways and functional networks that may be responsible for the protective effects of these botanical compounds. The present study addresses the regulatory function of AGE and FruArg on LPS-stimulated cells with respect to global gene expression by providing quantitative information about the population of mRNA species. The data broaden our understanding of the effect of AGE and FruArg to the level of gene expression regulation and suggested their therapeutic potential for mitigating inflammatory abnormalities in the aging individuals.

## Results

### LPS induced transcriptome alteration in BV-2 microglial cells

Endotoxin LPS is one of the most potent stimuli for microglial cells. It is capable of activating multiple intracellular signaling pathways leading to cytokines secretion. 

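RNA-Seq was made from BV-2 cells, an immortalized line of mouse microglia, in 4 groups with 2 libraries each. Control cells were not treated. LPS cells received 100 ng/mL LPS, a component of the outer membrane of Gram-negative bacteria, for 20 hours. AGE+LPS cells received AGE (aged garlic extract, 0.5% v/v) and FruArg+LPS cells received FruArg (an Amadori product of glucose and arginine found in that extract, 3 mM) from 1 hour before the same LPS exposure. The length of the LPS exposure is taken from the paper's methods. These name TRIzol for the RNA extraction, whereas the sample labels name an RNeasy kit. The labels place replicate 1 of every group in lane 3 and replicate 2 in lane 6 of another run, so a replicate number names a lane shared by the 4 groups. The authors clipped, trimmed and filtered the reads, mapped them to the mouse genome GRCm38 with TopHat2 and deposited the number of reads counted on each Ensembl gene with featureCounts, without normalization. Total counts were 2707500 and 8995052 in the control libraries, 8720784 and 12069807 in the LPS libraries, 6795464 and 6669072 in the AGE+LPS libraries, and 4692715 and 5822113 in the FruArg+LPS libraries (replicates 1 and 2). A gene was treated as at the floor of a group where both libraries held at most 3 counts, which is between 0.249 and 1.11 CPM (counts scaled to one library total), and its fold change is then given as a lower bound. The reads carry no molecular identifiers, so floors cover counting error only. Each pair of groups was compared on its own 4 libraries with edgeR's quasi-likelihood F-test after TMM normalization and edgeR's filter on low counts. The paper's methods name DESeq2 instead, which was run here as an alternative. A DEG had an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p below 0.05. Values per group are TMM-normalized CPM as mean ± SD with n = 2 libraries, and gene positions are from GENCODE M21 on GRCm38.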

The global gene expression profile alterations that were created by LPS stimulus was represented by the differentially expressed genes (DEGs) between BV-2 microglial cells treated with 100 ng/mL LPS and control cells. DEG analysis identified 2563 genes whose expression levels were altered significantly by LPS treatment (Fig. 1 and Supplementary Table S1). 

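Between LPS and control cells, 2918 of the 12888 genes tested were DEGs. In the same direction, 2530 of the 2563 genes that the paper lists in Supplementary Table S1 were among them, and 0 were called in the opposite direction. Without the minimum on the fold change the count moved most, to 3945 DEGs. Scaling by library size alone called 3598 and gave a median log2 fold change of -0.40 over all tested genes. When each of the 4 libraries was left out in turn, between 2643 and 2776 of the DEGs had a change of at least 2-fold in the same direction.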

A total of 1172 genes were down-regulated and 1391 genes were up-regulated in response to the LPS. 

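Of the DEGs, 1485 were up-regulated and 1433 were down-regulated. With library size scaling the split was 932 up-regulated and 2666 down-regulated. Among DEGs with a mean of at least 5 CPM whose groups did not overlap, the largest fitted increases were those of Traf1, Hrc and Il6. Hrc (ENSMUSG00000038239, chromosome 7, 45335290 to 45338974) had 24.3 ± 0.621 CPM in LPS cells and no counts in the control libraries, at least 40.9-fold higher (edgeR adjusted p = 3.5e-05). Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) rose from 1.19 ± 0.876 to 983 ± 422 CPM, a log2 fold change of 10.07 (SE 0.54, edgeR adjusted p = 5.3e-06). The largest fitted decreases were those of Asb10 (at least 51.4-fold lower), Rapsn (at least 38.7-fold lower) and Ipcef1 (at least 47.3-fold lower), each with at most 1 count in either LPS library.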

A number of genes associated with inflammation were significantly up-regulated, such as *Cd14, Il1a, Il1b, Nfkb1, Nfkb2, Tlr1, Tlr2, Tlr3, Tlr6,* and *Tnf*, which served as mRNA markers of LPS treatment in these cells. 

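All 10 marker genes were up-regulated DEGs, with log2 fold changes from 1.45 (Tlr6) to 8.08 (Il1b) and edgeR adjusted p between 2.1e-06 and 0.011. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) rose from 1.98 ± 0.675 to 580.3 ± 18.4 CPM (SE of the log2 fold change 0.31). Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) rose from 25.9 ± 13.2 to 347 ± 50.0 CPM, a log2 fold change of 3.71 (SE 0.32, edgeR adjusted p = 6.2e-05). Cd14 (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) rose from 118 ± 6.38 to 852 ± 93.1 CPM, a log2 fold change of 2.86 (SE 0.23, edgeR adjusted p = 4.1e-05). The log2 fold changes were 5.75 for Il1a, 1.90 for Nfkb1, 2.44 for Nfkb2, 1.79 for Tlr1 and 2.60 for Tlr2. Tlr3 (ENSMUSG00000031639, chromosome 8, 45395665 to 45411080) had the largest adjusted p of the 10, with a log2 fold change of 1.95 (SE 0.46), or 1.14 without LPS replicate 2. It was not a DEG with DESeq2 (adjusted p = 0.062), and over the alternatives its adjusted p lay between 1.9e-11 and 0.062.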

Their up-regulation proved the reliability of the LPS model used in the experiments^21^,^22^.

To evaluate which canonical signaling pathways and signaling networks could be activated upon LPS treatment, we performed a gene set enrichment analysis by Ingenuity Pathway Analysis (IPA). The most significant canonical pathways for the genes altered by LPS include death receptor signaling, toll-like receptor signaling, IL-10 signaling, TNFR2 signaling, role of pattern recognition receptors in recognition of bacteria and viruses, role of PKR in interferon induction and antiviral response, IL-6 signaling, role of macrophages, fibroblasts and endothelial cells in rheumatoid arthritis, TREM1 signaling, and activation of IRF by cytosolic pattern recognition receptors (Fig. 2A) (see Supplementary Table S4). Additionally, the disease and function networks were further analyzed. 

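Supplementary Table S4 lists the molecules behind each pathway, and these were matched to the count table by gene symbol. The 10 lists hold between 19 and 73 molecules. Their median log2 fold changes after LPS lay between 1.85 (role of PKR) and 2.44 (activation of IRF), with camera adjusted p between 8.3e-33 and 6.1e-12. For IL-10 signaling the median was 2.25, or 2.20 with genes at the floor set to their lower bound. The molecules were picked as LPS-altered genes in these same libraries, so their changes are not independent evidence. Of 5 lists fixed before the data were examined, interferon-stimulated genes had a median of 3.12 (30 of 30 up-regulated, camera adjusted p = 2.5e-47). NF-kB targets had a median of 3.11 (27 of 28 up-regulated, camera adjusted p = 1.8e-51), or 3.06 with genes at the floor set to their bound. Cell cycle genes had a median of -2.22 (28 of 28 down-regulated, camera adjusted p = 1.3e-24). Nrf2 targets had a median of 1.27 (19 of 23 up-regulated, camera adjusted p = 8.8e-08). Sterol and fatty acid synthesis genes had a median of 0.048 (10 of 18 up-regulated, camera adjusted p = 0.99). This last median was -0.37 with library size scaling. With 1 library left out it was -0.031 without control replicate 1, 0.24 without control replicate 2, 0.16 without LPS replicate 1 and 0.16 without LPS replicate 2. Camera, run on edgeR's values with limma, presets the correlation between genes. All 10 pathway calls held under fry (adjusted p from 0.0017 to 0.0020) and with an estimated correlation (adjusted p from 0.017 to 0.036). Of the 5 fixed lists, the first 4 calls held under fry. With an estimated correlation only that of the NF-kB targets held (camera adjusted p = 0.044). That setting raised p even where the estimated correlation lay below the preset 0.01. For death receptor signaling (correlation -0.0078) the camera adjusted p went from 6.4e-23 to 0.017.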

The top-ranked network is related to cell cycle, cellular development, and cellular growth and proliferation, with 34 focus genes, including *Serp1, Ifrd1,* and *Nupr1* (Fig. 2B). Among these focus genes, 21 genes were up-regulated and 13 genes were down-regulated.

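Of the 34 genes drawn in Fig. 2B, 33 were matched to a gene of the count table and Hist2h3a was not. Of the matched genes, 13 were up-regulated and 20 down-regulated after LPS, all DEGs. Each changed in the direction of its color in the figure, where 13 genes carry the color of up-regulation and 21 that of down-regulation. Serp1 (ENSMUSG00000027808, chromosome 3, 58519817 to 58525892) had a log2 fold change of 1.83 (SE 0.27, edgeR adjusted p = 9.1e-04), Ifrd1 (ENSMUSG00000001627, chromosome 12, 40201567 to 40248504) one of 2.52 (SE 0.25, edgeR adjusted p = 1.2e-04) and Nupr1 (ENSMUSG00000030717, chromosome 7, 126623249 to 126630861) one of 3.04 (SE 0.21, edgeR adjusted p = 2.2e-05). With library size scaling, 10 of the up-regulated genes were DEGs.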

### AGE represses LPS-induced transcriptome alteration and FruArg partially contributes to the AGE’s LPS-repression activity

We co-treated the BV-2 cells with LPS and AGE in order to test whether AGE is capable of reversing the LPS-induced transcriptome alteration. 

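Between AGE+LPS and LPS cells, 98 of the 12317 genes tested were DEGs, 36 up-regulated and 62 down-regulated, and 2194 genes had an unadjusted p below 0.05. With the replicate number as a block, which takes the difference between the lanes out of the comparison, there were 1199 DEGs (605 up-regulated and 594 down-regulated). With library size scaling, 73 were up-regulated and 61 down-regulated, and the median log2 fold change of all tested genes was 0.15. All 98 DEGs had a change of at least 2-fold in the same direction when any 1 of the 4 libraries was left out. Among those with a mean of at least 5 CPM whose groups did not overlap, Serpinb2 (ENSMUSG00000062345, chromosome 1, 107511423 to 107535478) rose most, from 0.976 ± 1.03 to 19.6 ± 4.24 CPM, a log2 fold change of 4.23 (SE 0.62, edgeR adjusted p = 0.044). Mmp12 had a log2 fold change of 3.89 (SE 0.48, edgeR adjusted p = 0.039) and Apopt1 one of 3.69 (SE 0.37, edgeR adjusted p = 0.036). Ms4a4c (ENSMUSG00000024675, chromosome 19, 11404770 to 11427246) fell most, from 73.0 ± 43.4 to 1.80 ± 0.506 CPM, a log2 fold change of -5.33 (SE 0.54, edgeR adjusted p = 0.036). Slfn1 had a log2 fold change of -4.48 (SE 0.45, edgeR adjusted p = 0.036) and Hrc one of -4.17 (SE 0.61, edgeR adjusted p = 0.044). Ms4a4c and Slfn1 belong to families of similar genes, between which reads can be shared. With size factors of the DESeq2 type in edgeR, Serpinb2 and Hrc were not DEGs (edgeR adjusted p = 0.053 for both), and over the alternatives their adjusted p lay between 6.1e-23 and 0.053 and between 5.6e-25 and 0.053.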

Co-administration of AGE with LPS antagonized LPS-induced changes in the levels of 458 mRNAs (see Supplementary Figure S1). The expression levels of 215 LPS-stimulated mRNAs were reduced by AGE co-treatment relative to the levels in cells treated with LPS alone. Conversely, the expression levels of 92 LPS-repressed mRNAs were elevated by AGE co-treatment relative to the levels in cells treated with LPS alone (Fig. 3A,B, and Supplementary Figure S3A and Supplementary Table S2). A total of 307 genes accounted for 67% of the mRNAs whose expression was affected by AGE were also affected by LPS, in an opposing manner.

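Of the DEGs of AGE+LPS against LPS, 79 (80.6%) were LPS DEGs in the opposite direction, 56 of them up-regulated by LPS and 23 down-regulated by LPS. Taking the replicate as a block gave 716 (59.7%), with 386 up-regulated and 330 down-regulated by LPS. Library size scaling gave 104, of which 52 were up-regulated by LPS and 52 down-regulated. Both comparisons use the LPS libraries, so noise in these can itself make a gene look reversed. A co-treatment without effect was simulated 15 times, with LPS libraries drawn as well, from the measured LPS means without a lane difference. A mean of 1.33 genes were called and a mean of 0.533 were reversed, with at most 3. Leaving out 1 library at a time, between 77 and 79 of the reversed DEGs had a change of at least 2-fold in both comparisons.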

Because FruArg has been reported to be a bioactive component of AGE^12^,^13^, we tested its effect on LPS-altered gene expression in BV-2 cells, hypothesizing that some mRNAs would be altered by treatment with this compound in similar gene expression patterns treated by AGE. RNA-Seq analysis showed that the LPS-induced transcriptome alterations were antagonized by FruArg treatment. When compared to LPS alone, the co-treatment with FruArg altered 175 DEGs (see Supplementary Figure S2). 

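Between FruArg+LPS and LPS cells, 0 of the 12071 genes tested were DEGs, while 1543 had an unadjusted p below 0.05. A replicate block made 766 genes DEGs (346 up-regulated and 420 down-regulated). Also without a block, edgeR called 503 when genes with at least 1 count in the 4 libraries were kept and 5 with the 4 groups in one fit, and DESeq2 called 194, or 174 with its prior on log2 fold changes. In simulated data with 200 genes changed 4-fold, edgeR without a block recovered 200. With a simulated difference between lanes it recovered 0, and edgeR with the block recovered 199 and called 5 others. That difference was the same in both groups and was not fitted to the data. In the data, the difference between replicates correlated with r = 0.351 between LPS and FruArg+LPS.

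**Figure D1:**
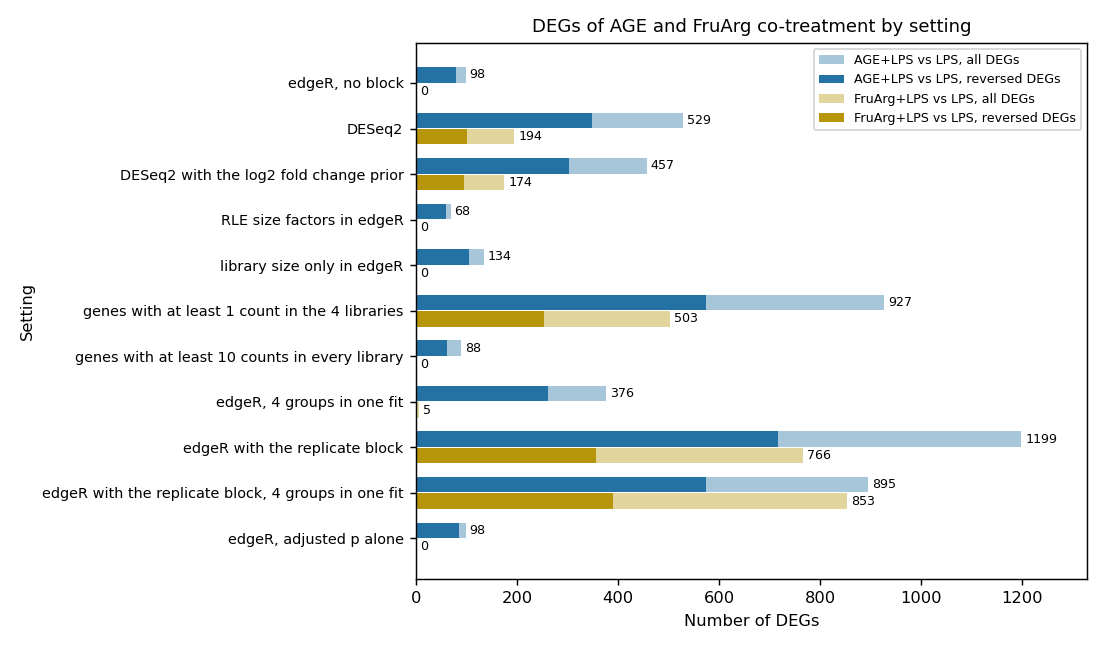
Number of DEGs (horizontal axis) of AGE+LPS against LPS and of FruArg+LPS against LPS under each setting (vertical axis); the light bar is all DEGs with their number, the dark part those that are LPS DEGs in the opposite direction. FruArg+LPS had 0 DEGs with TMM, edgeR's filter and no block, 503 with genes of at least 1 count and no block, and 766 with the replicate block.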

The LPS-induced expression pattern of 96 mRNAs was reversed by FruArg co-treatment. Of these 96, the expression level of 77 LPS-stimulated mRNAs was reduced by FruArg co-treatment; the expression level of 19 LPS-repressed mRNAs was stimulated by FruArg co-treatment. 

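Since FruArg+LPS had no DEGs against LPS with edgeR's filter and no block, 0 were reversed. Under the replicate block, 356 of the FruArg DEGs (46.5%) were LPS DEGs in the opposite direction, 226 up-regulated by LPS and 130 down-regulated by LPS. DESeq2 with the prior gave 94 (54.0%), of which 76 were up-regulated and 18 down-regulated by LPS. Keeping genes with at least 1 count, without a block, gave 253 (50.3%). As a share of the LPS DEGs, the reversed genes were 10.8% with the block and 3.7% with DESeq2 and the prior. The filter of at least 1 count gave 7.8%. With simulated co-treatments without effect, 0 genes were reversed in any of 15 draws with the block. The same held in 8 draws with DESeq2 and the prior. All groups drawn for the block had the lane difference of the LPS libraries, so a difference shared only in part was not tested. The filter of at least 1 count was not tried on simulated data.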

In total, co-treatment with FruArg antagonized the alterations of 55% of the LPS-altered mRNA. Additionally, the expression levels of 80 out of the 96 mRNAs whose expression was altered by co-treatment with FruArg (83%) were also altered in the same way by co-treatment with AGE (Fig. 3A,B, and Supplementary Figure S3B and Supplementary Table S3).

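With edgeR's filter and no block, the number of genes reversed by both co-treatments was 0, as none was reversed by FruArg under that setting. The replicate block gave 258, which is 72.5% of the genes reversed by FruArg. DESeq2 with the prior gave 78, or 83.0%, and genes with at least 1 count without a block gave 190, or 75.1%.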

To further establish the relationship between AGE, FruArg and LPS, we also performed Principal Component Analysis (PCA) on the normalized expression values of these 80 genes. The results demonstrated the consistency of these effects (Fig. 3C and Table 1). Along the first component, which accounts for 81% of variance, LPS-treated samples were clearly separated from the untreated controls. 

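The PCA was computed on log2(CPM + 1), with CPM by library size, for the 80 genes that Supplementary Tables S1 to S3 give as reversed by both. These genes were picked on the same 8 libraries. The first component held 85.1% of the variance, the second 10.6% and the third 2.06%. On the first component the control libraries scored -16.4 and -13.5 and the LPS libraries 12.7 and 16.4. Of its variance, 96.1% lay between treatments, whereas 72.0% of that of the third component lay between lanes. The share of the first component fell most with all 12873 genes that passed the filter, to 57.3%, and lay between 81.7% and 87.9% with each library left out in turn.

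**Figure D2:**
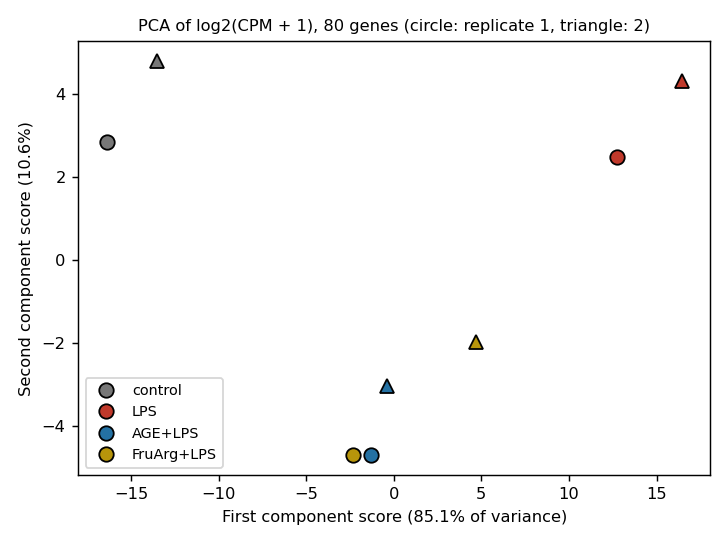
Scores of the 8 libraries on the first and second principal components of 80 genes, without units (circles replicate 1, triangles replicate 2, colors the 4 groups). The control libraries lie at -16.4 and -13.5 and the LPS libraries at 12.7 and 16.4 on the horizontal axis.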

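On the first component of these genes, the AGE+LPS libraries scored -1.30 and -0.383, and the FruArg+LPS libraries -2.31 and 4.69. The range of the FruArg+LPS libraries thus holds that of the AGE+LPS libraries, and both groups lie between the control and LPS libraries. With all genes that passed the filter, the scores were 11.4 and 14.4 for AGE+LPS, 30.8 and 36.6 for FruArg+LPS, and 32.6 and 38.4 for LPS. The ranges of FruArg+LPS and LPS thus overlapped on the first component, although FruArg+LPS scored lower than LPS within each lane. On the second component they did not overlap (-57.6 and 2.59 for FruArg+LPS, 11.4 and 46.2 for LPS). Of the variance of that component, 46.4% lay between lanes.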

AGE co-treatments and FruArg co-treatments, although not clearly separated, were isolated from LPS treatments, supporting the idea that FruArg and AGE have similar activity on the expression of microglial mRNAs.

### AGE and FruArg repressed LPS-altered canonical signaling pathways

To further understand the biological functions of AGE’s effects in LPS-stimulated BV-2 microglial cells, we mapped the mRNA identities to known signaling pathways and regulatory networks that were potentially affected by AGE treatment using IPA (Figs 4 and 5, and S4 and Supplementary Tables S5 and S6). The top 10 canonical pathways affected by the LPS stimulation and correlated genes, including *Il1a, Il1b, Cd14, Casp3, Casp7, Nfkb1, Nfkb2, Tnf, Traf1, Traf2, Hmox1, Il6,* and *Tank*, were repressed by AGE treatment (Fig. 4A) (see Supplementary Table S5). 

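Of Il1a, Il1b, Cd14, Nfkb1, Nfkb2, Tnf, Traf1, Traf2, Hmox1, Il6 and Tank, 5 had a negative and 6 a positive log2 fold change in AGE+LPS against LPS cells, and 0 were down-regulated DEGs, also with the replicate block. Il1b rose to 1689 ± 98.2 CPM, a log2 fold change of 1.54 (SE 0.21, edgeR adjusted p = 0.041), and was an up-regulated DEG. Il1a (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972) rose from 206 ± 78.3 to 782 ± 131 CPM, a log2 fold change of 1.93 (SE 0.30, edgeR adjusted p = 0.051). It was also an up-regulated DEG with the replicate block (edgeR adjusted p = 1.2e-33), and over the alternatives its adjusted p lay between 1.2e-33 and 0.061. The other genes with a positive change were Cd14 (0.27), Nfkb1 (0.058), Tnf (0.29) and Hmox1 (0.058). Those with a negative change were Nfkb2 (-0.17), Traf1 (-0.21), Traf2 (-0.54), Il6 (-0.25) and Tank (-0.57, SE 0.37). Of these 9 genes, 4 had an edgeR adjusted p below 0.05 with the replicate block, with changes too small for a DEG. For Cd14 it was 0.61 without and 0.021 with the block (0.021 to 0.80 over the alternatives), for Tnf 0.53 and 0.0096 (0.0096 to 0.78), for Traf2 0.31 and 9.9e-05 (9.9e-05 to 0.47) and for Tank 0.48 and 4.9e-07 (4.9e-07 to 0.56). Leaving out 1 library changed the sign of 5 of the genes and moved 3 others by over 1.5 times, given here mainly at their lowest and highest values. Without LPS replicate 1 the log2 fold changes were 0.41 for Cd14, 0.18 for Tnf, 0.19 for Nfkb2 and -0.61 for Il6. Without LPS replicate 2 the log2 fold changes were -0.029 for Hmox1, 0.24 for Il6 and -0.11 for Tank. Without AGE+LPS replicate 1 the log2 fold changes were 0.12 for Cd14, -0.072 for Nfkb1, 0.33 for Hmox1, -0.67 for Nfkb2 and -0.47 for Traf1. Without AGE+LPS replicate 2 the log2 fold changes were 0.18 for Nfkb1, -0.26 for Hmox1, 0.20 for Nfkb2, 0.014 for Traf1 and -1.04 for Tank. Together with the 6 network genes of Fig. 4B that the paper names, 7 of 17 genes passed when adjusted over the list alone and 2 when adjusted over all genes tested. Blocking on the replicate made these 13 and 12. The study picked these genes from the same libraries, so the counts over the list are not independent evidence.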

The most significant changes of canonical pathways modulated by AGE were TNFR2 signaling. Additionally, the disease/function networks that associated with AGE downregulated *Casp1, Tlr3, Serp1, Irf1, Irf5,* and *Irf7* genes were involved in the antimicrobial response, inflammatory response, and infectious diseases (Fig. 4B). This gene interaction network was designated by IPA with the highest number of focus molecules (n = 27).

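For TNFR2 signaling, with the molecules that Supplementary Table S4 gives for LPS, the median log2 fold change of 18 tested genes in AGE+LPS against LPS was -0.26, with 14 genes down-regulated and 4 up-regulated (camera adjusted p = 0.053 over the 10 pathway lists). Of these genes, 0 were DEGs, and 0 passed when adjusted over the list alone, against 1 and 11 with the replicate block. The median was -0.13 without LPS replicate 1, -0.47 without AGE+LPS replicate 1 and -0.14 without AGE+LPS replicate 2. The camera adjusted p was 0.030 with the replicate block, and over the alternatives it lay between 0.030 and 0.50.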

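Of the 27 genes of the network in Fig. 4B, 26 were tested, of which 25 were down-regulated and 1 up-regulated in AGE+LPS against LPS cells. Of these, 8 were down-regulated DEGs, and 24 with the replicate block, which also gave 1 up-regulated DEG. Each tested gene changed in the direction of its color in the figure. Ms4a4b did not pass the filter. Abcb1, which the annotation does not hold under that symbol, was taken as Abcb1a (ENSMUSG00000040584), the paralog listed in Supplementary Table S2, after the value of Abcb1b had been seen. It had a log2 fold change of -2.46 (edgeR adjusted p = 0.036), and reads could be shared between the 2 paralogs. Gbp4 and Ms4a4b are not in that table. Each of the 6 named genes had a negative log2 fold change. Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) fell from 947 ± 101 to 355 ± 20.8 CPM, a log2 fold change of -1.42 (SE 0.21, edgeR adjusted p = 0.046). It was the only DEG among the 6, and with size factors of the DESeq2 type in edgeR its adjusted p was 0.053 (1.7e-24 to 0.053 over the alternatives). The log2 fold changes of Casp1, Tlr3, Irf1 and Irf5 were -1.44, -1.81, -1.31 and -1.11 (edgeR adjusted p from 0.064 to 0.16). With 1 library left out the smallest changes were -0.89 for Casp1 and -1.02 for Tlr3 without LPS replicate 2, -0.92 for Irf1 without AGE+LPS replicate 2 and -0.98 for Irf5 without LPS replicate 1. These 4 were, with the replicate block, down-regulated DEGs as well (edgeR adjusted p from 2.2e-25 to 6.4e-18), and over the alternatives their adjusted p reached 0.18. Serp1 had a log2 fold change of -0.24 (SE 0.27, edgeR adjusted p = 0.71). Its adjusted p was 0.047 with the replicate block (0.047 to 0.89 over the alternatives), and its log2 fold change was -0.028 without AGE+LPS replicate 1 and -0.48 without AGE+LPS replicate 2.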

We also analyzed the canonical pathways related to disease/function networks to determine the regulation of FruArg on LPS-induced BV-2 cells. 

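Of Nfkb1, Nfkb2, Tnf, Traf2, Il1a, Il1b, Il6, Cd14, Il36g (named Il1f9 in the annotation), Map2k3, Map2k6 and Hmox1, 10 had a positive and 2 a negative log2 fold change in FruArg+LPS against LPS cells, and 0 were DEGs. Under the replicate block 5 were up-regulated DEGs (Il1a, Il1b, Il36g, Map2k3 and Hmox1, with edgeR adjusted p from 5.1e-09 to 0.0052) and 0 were down-regulated DEGs. Over the alternatives the adjusted p of these 5 reached 0.29. Unlike Il1a and Il1b, Map2k3 was lower in LPS cells (10.9 and 10.3 CPM) than in control cells (22.3 and 23.7 CPM). Map2k6 was lower in LPS cells as well (2.73 and 1.14 CPM, against 7.53 and 6.24 CPM in control cells). A rise of these genes with FruArg thus goes against their change by LPS. Il1a rose to 540.1 ± 175 CPM, a log2 fold change of 1.43 (SE 0.33, edgeR adjusted p = 0.21). Il1b rose to 1408 ± 526 CPM, a log2 fold change of 1.32 (SE 0.30, edgeR adjusted p = 0.21). Il36g had a log2 fold change of 2.00 (SE 0.53, edgeR adjusted p = 0.23) and Tnf one of 0.76 (SE 0.24, edgeR adjusted p = 0.29). Cd14 had a log2 fold change of 0.56 (SE 0.25, edgeR adjusted p = 0.39). The adjusted p with the replicate block was 0.0017 for Tnf and 0.036 for Cd14 (0.0017 to 0.29 and 0.016 to 0.45 over the alternatives), and neither was a DEG. Nfkb1, Nfkb2 and Map2k6 had log2 fold changes of 0.13, 0.20 and 0.87. The genes with a negative change were Traf2 (-0.22) and Il6 (-0.27). Leaving out 1 library changed the sign for Il6 and Nfkb2 and moved Nfkb1, Traf2, Map2k6 and Il1b by over 1.5 times, again given mainly at the lowest and highest values. Leaving out LPS replicate 1 gave 0.55 for Nfkb2, -0.066 for Traf2 and 1.63 for Map2k6. Leaving out LPS replicate 2 gave -0.082 for Nfkb2, -0.36 for Traf2, 0.23 for Il6 and 0.34 for Map2k6. Leaving out FruArg+LPS replicate 1 gave 0.13 for Il6. Leaving out FruArg+LPS replicate 2 gave 0.076 for Nfkb1, -0.83 for Il6 and 0.88 for Il1b. Over 25 genes that the paper names for FruArg, 15 passed when adjusted over the list alone, which is not independent evidence, and 0 when adjusted over all genes tested. Blocked on the replicate, 16 passed over the list and 16 over all genes tested. For TNFR2 signaling the median log2 fold change was 0.045, with 10 of 18 genes up-regulated (camera adjusted p = 0.91). It was 0.11 without LPS replicate 1, -0.076 without LPS replicate 2 and -0.014 without FruArg+LPS replicate 1.

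**Figure D3:**
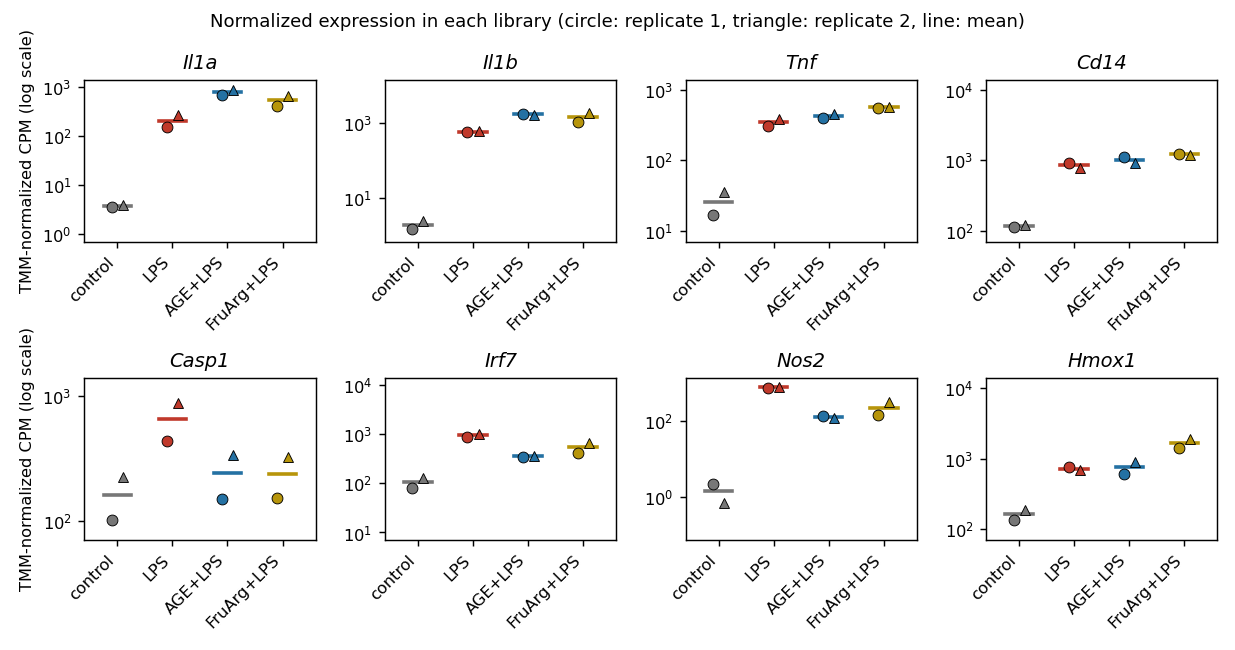
TMM-normalized CPM (log axes) of 8 genes in each library of the 4 groups (circles replicate 1, triangles replicate 2, lines the mean of both). Both libraries of AGE+LPS and of FruArg+LPS lie above both LPS libraries for Il1a and Il1b, and below both for Irf7 and Nos2.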

Similar to AGE, the top 10 canonical pathways and related genes, including *Casp3, Casp7, Nfkb1, Nfkb2, Tnf, Traf2, Il1a, Il1b, Il6, Cd14, Il36g, Map2k3, Map2k6,* and *Hmox1,* affected by the LPS stimulation were all repressed by FruArg treatment (Fig. 5A, Supplementary Table S6). The most significant change of canonical pathways modulated by AGE was TNFR2 signaling.

Subsequently, we compared the canonical pathways regulated by both AGE and FruArg (see Supplementary Figure S4). AGE and FruArg share major canonical pathways such as role of pattern recognition receptor in recognition of bacteria and viruses, interferon signaling, dendritic cell maturation, activation of IRF by cystolic pattern recognition receptors, p53 signaling, and retinoic acid mediated apoptosis signaling, endothelin-1 signaling, death receptor signaling, role of NFAT in regulation of the immune response, Nrf2-mediated oxidative stress response, and acute phase response signaling. 

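For the 30 interferon-stimulated genes of the fixed list, the median log2 fold change was -1.26 in AGE+LPS against LPS, with 30 of 30 down-regulated (camera adjusted p = 5.2e-38). Of these, 7 were DEGs, and 21 with the replicate block. When adjusted over the list alone 29 passed, and 7 over all genes tested (30 and 29 with the block). In FruArg+LPS against LPS the median was -0.77, again with 30 of 30 down-regulated (camera adjusted p = 2.8e-16). This median was -0.47 without FruArg+LPS replicate 1 and -1.21 without FruArg+LPS replicate 2. Of the genes, 0 were DEGs, 11 passed when adjusted over the list alone and 0 over all genes tested, and with the replicate block 12 were DEGs, 25 passed over the list and 22 over all genes tested. Neither call held under fry (adjusted p = 0.058 for AGE and 0.18 for FruArg) or with an estimated correlation (camera adjusted p = 0.21 and 0.24). Over the alternatives the adjusted p lay between 1.8e-66 and 0.21 for AGE and between 5.3e-29 and 0.24 for FruArg.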

The data indicated FruArg and AGE targeted common pathways that were modulated by LPS. Moreover, the top network is associated with cellular movement, cell death and survival, and cell morphology by regulating genes, such as *Casp1, Cd81, Cdk5, Gapdh, Nupr1,* and *Serp1* (Fig. 5B). This gene interaction network was designated with the highest number of focus molecules (n = 16). Hence, the canonical pathways and cellular networks suggested that FruArg exhibits potent anti-inflammatory ability to reverse LPS-induced alterations.

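Of the 10 pathway lists of Supplementary Table S4, 4 were lower in AGE+LPS than in LPS cells by camera: death receptor signaling (median log2 fold change -0.59, adjusted p = 2.6e-07), activation of IRF (-0.68, 1.5e-08), pattern recognition receptors (-0.46, 0.0039) and role of PKR (-0.42, 0.019). IL-10 signaling was higher by camera (median 0.058, adjusted p = 0.043), but not when only genes with at least 10 counts in every library were used (camera adjusted p = 0.11, with 0.029 to 0.46 over the alternatives). The medians of IL-6 signaling, rheumatoid arthritis, Toll-like receptor and TREM1 signaling were 0.047, 0.045, -0.21 and -0.25 (camera adjusted p from 0.42 to 0.94). Without LPS replicate 1, the medians were 0.16 for IL-10 signaling, 0.19 for IL-6 signaling, 0.15 for rheumatoid arthritis, -0.13 for Toll-like receptor signaling and -0.017 for TREM1 signaling. Without LPS replicate 2, the medians were 0.095 for IL-10 signaling, -0.010 for IL-6 signaling, -0.045 for rheumatoid arthritis and -0.091 for TREM1 signaling. Without AGE+LPS replicate 1, the medians were 0.11 for IL-10 signaling, -0.028 for IL-6 signaling, -0.058 for rheumatoid arthritis and -0.34 for Toll-like receptor signaling. Without AGE+LPS replicate 2, the medians were 0.17 for IL-10 signaling, 0.18 for IL-6 signaling and 0.17 for rheumatoid arthritis. Under fry the calls for death receptor signaling, role of PKR and activation of IRF held (adjusted p = 0.040 for each). None of the 5 calls held with an estimated correlation (camera adjusted p from 0.21 to 0.46). The genes up-regulated by LPS in each list were also set beside 10000 random lists of genes up-regulated by LPS with the same size and similar expression. The median of these genes lay at the percentile 7.21 of the random lists for activation of IRF, 14.9 for death receptor signaling, 30.6 for pattern recognition receptors and 44.2 for role of PKR, and thus inside the central 95% for all 4 lists that were lower. It lay at 99.95, 99.89 and 99.99 for IL-10 signaling, IL-6 signaling and rheumatoid arthritis, and between 75.4 and 92.3 for the other 3 lists.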

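All 16 genes of the network in Fig. 5B were tested in FruArg+LPS against LPS, and 8 were up-regulated and 8 down-regulated, each in the direction of its color in the figure. Of them, 0 were DEGs, and with the replicate block 8 up-regulated and 7 down-regulated genes were. The exception was Gbp4, with a log2 fold change of -0.98 (edgeR adjusted p = 0.16 with the block). Gbp4 is not in Supplementary Table S3, so the name in the figure may stand for a paralog. Cd81 (ENSMUSG00000037706, chromosome 7, 143052739 to 143067934) had a log2 fold change of 1.70 (SE 0.25, edgeR adjusted p = 0.16). Cdk5 had one of 1.35 (SE 0.30) and Gapdh one of 1.53 (SE 0.36), both with an edgeR adjusted p of 0.21. Gapdh has many pseudogenes, and the paper's text does not state how reads shared with them were counted. Without FruArg+LPS replicate 1 the log2 fold change of Gapdh was 0.91. Nupr1 fell to 88.7 ± 45.4 CPM, a log2 fold change of -1.71 (SE 0.34, edgeR adjusted p = 0.18). Casp1 (ENSMUSG00000025888, chromosome 9, 5298517 to 5307265) had a log2 fold change of -1.42 (SE 0.42, edgeR adjusted p = 0.27). Its log2 fold change was -0.86 without LPS replicate 2 and -2.09 without FruArg+LPS replicate 2. These 5 genes were DEGs with the replicate block (edgeR adjusted p from 2.4e-11 to 2.5e-05), and over the alternatives their adjusted p reached 0.27. Serp1 had a log2 fold change of -0.36 (SE 0.27, edgeR adjusted p = 0.57), or -0.16 without LPS replicate 2.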

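In FruArg+LPS against LPS cells, 2 of the 10 pathway lists were lower by camera, death receptor signaling (median log2 fold change -0.26, adjusted p = 0.0067) and activation of IRF (-0.34, 0.0081). IL-10 signaling (0.28, camera adjusted p = 3.9e-04) and IL-6 signaling (0.30, 0.0081) were higher. The other medians apart from TNFR2 signaling lay between -0.075 and 0.15 (camera adjusted p from 0.10 to 0.86). Without LPS replicate 1, the medians were -0.55 for activation of IRF, 0.060 for pattern recognition receptors, 0.037 for role of PKR, 0.56 for IL-10 signaling, 0.46 for IL-6 signaling, 0.30 for rheumatoid arthritis and 0.074 for TREM1 signaling. Without LPS replicate 2, the medians were 0.18 for IL-6 signaling, -0.017 for Toll-like receptor signaling and 0.088 for TREM1 signaling. Without FruArg+LPS replicate 1, the medians were -0.15 for death receptor signaling, -0.11 for activation of IRF, -0.012 for pattern recognition receptors, 0.18 for IL-6 signaling, 0.15 for Toll-like receptor signaling and 0.041 for TREM1 signaling. Without FruArg+LPS replicate 2, the medians were -0.41 for death receptor signaling, -0.72 for activation of IRF, -0.10 for role of PKR, -0.0047 for Toll-like receptor signaling and 0.15 for TREM1 signaling. TREM1 signaling, with a median of 0.022, was -0.012 with the filter of at least 10 counts in every library. None of the 4 calls held under fry (adjusted p from 0.15 to 0.48) or with an estimated correlation. Among the random lists, the genes up-regulated by LPS lay at the percentile 25.7 for activation of IRF and 41.6 for death receptor signaling, and at 99.97, 99.98 and 99.99 for IL-10 signaling, IL-6 signaling and rheumatoid arthritis, with the other 5 lists between 56.8 and 95.0.

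**Figure D4:**
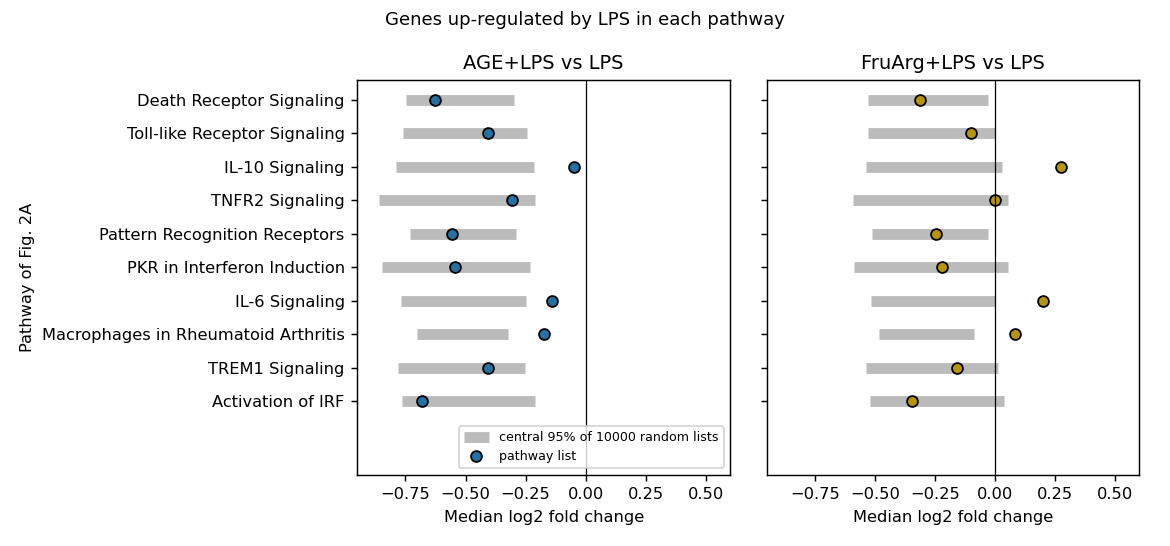
Median log2 fold change (horizontal axis) of the genes up-regulated by LPS in each pathway list (points) and the central 95% of the medians of 10000 random lists (gray bars), for AGE+LPS and FruArg+LPS against LPS. IL-10 signaling, IL-6 signaling and rheumatoid arthritis lie to the right of their gray bars in both panels.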

## Discussion

Microglia serve as resident immune cells in the central nervous system (CNS). Chronic neuroinflammatory responses mediated by activated microglial cells in the central nervous system have critical roles in the pathogenesis of numerous neurodegenerative diseases, including Alzheimer’s disease and Parkinson’s disease^23^,^24^,^25^,^26^. Various inflammatory mediators and cytotoxic molecules, such as IL-1α, IL-6, TNF-α, ROS, and NO, released by chronic activated microglial cells in response to infection, injury, or endotoxins (e.g. LPS) may trigger neuronal damage and even cell death^27^,^28^,^29^,^30^. NO serves as a lipid-soluble free signaling molecule that transports freely across cell membranes^31^,^32^,^33^. Nitrosative stress can be induced by excessive production of NO and other reactive nitrogen species (RNS), which contributes to the pathogenesis of traumatic brain injury, Parkinson’s disease, and Alzheimer’s disease^34^,^35^,^36^,^37^,^38^,^39^. LPS stimulation can significantly increase NO concentration in microglia. Antioxidants such as AGE and FruArg could alleviate microglial activation and suppress the nitrosative stress by reducing NO production, and thus have a potential to counteract the undesirable effects of chronic activation of microglial cells. In the present study, we showed the altered expression of LPS responsive genes, including *Traf1, Nos2, Saa3, Lcn2, Il6, Irg1, Il1b,* and *Cxcl3*. The up-regulation of these genes confirmed the activation of BV-2 microglial cells by LPS. 

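Traf1 had 1 and 3 counts in the control libraries and was at least 637-fold higher in LPS cells (378 ± 18.9 CPM), and Lcn2 was at least 376-fold higher. Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) rose from 1.38 ± 1.02 to 792 ± 56.1 CPM, a log2 fold change of 9.54 (SE 0.43, edgeR adjusted p = 2.7e-06). Saa3 had a log2 fold change of 8.89 (SE 0.35, edgeR adjusted p = 2.1e-06) and Irg1, named Acod1 in the annotation, one of 7.96 (SE 0.37, edgeR adjusted p = 2.7e-06). Saa3 belongs to a family of similar genes, between which reads can be shared. Cxcl3 had 9 and 28 counts in the LPS libraries and none in the control libraries, at least 3.17-fold higher, and did not pass edgeR's filter. It was a DEG with DESeq2 (adjusted p = 0.011), and over the block fitted to all 4 groups and DESeq2 with and without the prior the adjusted p lay between 3.0e-04 and 0.011.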

Especially, NOS2 and its gene product, inducible NOS (iNOS), is involved in neuroinflammation by generating NO and plays key roles in the pathogenesis of certain neurodegenerative disorders^40^,^41^,^42^. *Traf1* (tumor necrosis factor receptor-associated factor 1) gene is also reported to regulate the inflammatory response^43^,^44^. In addition, *Il6* gene is related to not only proinflammatory, but also neurodevelopment functions^45^,^46^. A total of 2563 genes were shown to respond to LPS stimulation. These genes are associated with death receptor signaling, toll-like receptor signaling, IL-10 signaling, TNFR2 signaling, role of pattern recognition receptors in recognition of bacteria and viruses canonical pathways (Fig. 2A). Top networks modulated by LPS exposure are related to cell cycle, cellular development, cellular growth and proliferation, protein synthesis, and cellular function and maintenance (Fig. 2B). Overall, our gene expression profiling in LPS-treated BV-2 microglial cells provided a useful set of pathway markers.

Both AGE and its bioactive component FruArg demonstrated a potential in neuronal protection against cellular oxidative stress and inflammatory responses by directly scavenging superoxide free radicals^4^,^5^,^6^,^18^,^20^. The neuroprotective effects of AGE and FruArg were realized through anti-oxidant/anti-inflammatory activities and targeting certain intracellular proteins and molecular pathways, according to data obtained by quantitative proteomic approach in our previous study^20^. We have demonstrated the significant suppression of NO production by either AGE or FruArg treatment and the multi-modal regulation of protein expression in LPS-induced BV-2 microglial cells. It also suggested that AGE and FruArg are similar to a number of botanicals by modulating the toll-like receptor and nuclear translocation of transcription factors for gene regulation^47^,^48^,^49^,^50^,^51^. Here in this study, we analyzed the gene expression profiles of both AGE and FruArg treatment to further investigate their effects on LPS-induced BV-2 microglial cells. 67% of AGE altered genes and 55% of FruArg altered genes showed reversed activity compared to LPS stimulation. It is clear that the major activity of AGE and FruArg is to repress LPS’s activity in gene expression. Furthermore, the shared modulation of genes by co-treatment of LPS between AGE and FruArg show that FruArg serves as a functional compound in AGE, in consistence with our previous proteomic study^20^, that accounts for its protective effects. 

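Across 2869 of the LPS DEGs, the least-squares slope of the log2 change by co-treatment on the log2 change by LPS was -0.26 for AGE and -0.14 for FruArg, where a slope of 0 is no reversal. The genes are not independent replicates. To keep noise of the LPS libraries out of the slope, one LPS library was used in each change, both ways. The slopes were then -0.29 and -0.20 for AGE, and -0.16 and -0.098 for FruArg. With each change also taken within 1 lane, so that the changes by LPS and by co-treatment came from different lanes, they were -0.28 and -0.22 for AGE and -0.11 and -0.16 for FruArg. In the simulated co-treatments without effect the lowest slope was -0.016, over the DEGs called on the measured libraries. The effect of choosing DEGs on noise of the LPS libraries is thus not part of that value.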

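Across the 12873 genes that passed the filter in the 8 libraries, the log2 changes by AGE and by FruArg had a Pearson's r of 0.65, and of 0.75 across the LPS DEGs. Both changes use the same LPS libraries, and simulated co-treatments without effect had a mean r of 0.46 over all genes. With AGE taken from one lane and FruArg from the other, so that no library was shared, r was 0.50 and 0.43 over all genes and 0.66 and 0.61 across the LPS DEGs. These values are across genes, which are not independent replicates.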

We conclude that FruArg contributed to the anti-inflammatory effect of AGE by affecting mRNA levels associated with stress and inflammation.

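In a direct comparison of FruArg+LPS with AGE+LPS cells, 0 of 11915 genes were DEGs and 668 had an unadjusted p below 0.05. Under the replicate block, 107 genes were DEGs, 65 higher and 42 lower in FruArg+LPS. From the shares of AGE-altered and FruArg-altered genes that move against LPS, the paper reasons that the main activity of both is to repress the LPS response. From the genes that both modulate, it concludes that FruArg contributes to the anti-inflammatory effect of AGE.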

FruArg is an Amadori product from AGE generated by the amino-carbonyl (Maillard) reaction, which is a nonenzymatic browning reaction of amino acids with sugars^16^. At the protein level, it was shown by both our proteomic analysis and other reports that the Maillard reaction products may decrease pro-oxidant activity in cells by affecting enzymatic activity of peroxiredoxin-1, mitochondrial superoxide dismutase 2, and glutamate-cysteine ligase in LPS-induced BV-2 cells^14^,^20^. At gene expression levels, FruArg also exhibited ability to suppress the production of certain inflammatory mediators by inhibiting the gene expression of *Il1a, Il1b, Nfkb1, Nfkb2, Traf1, Traf2, Casp1, Cd14, Il6,* and *Pi3kr5*. Additionally, by reducing the levels of NOS2 gene, FruArg could inhibit the excessive production of NO induced by LPS. 

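Traf1 (ENSMUSG00000026875, chromosome 2, 34941750 to 34961772) had 368 ± 60.2 CPM in FruArg+LPS cells, a log2 fold change of 0.00099 (SE 0.24) against LPS. Its sign changed between alternatives, with values from -0.031 to 0.0030. It was -0.069 without LPS replicate 2, -0.18 without FruArg+LPS replicate 2 and 0.15 without FruArg+LPS replicate 1. Pik3r5, which the paper writes Pi3kr5 (ENSMUSG00000020901, chromosome 11, 68432121 to 68497849), had a log2 fold change of 0.30 (SE 0.24, edgeR adjusted p = 0.60), and 0.11 without FruArg+LPS replicate 1.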

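Nos2 fell to 232 ± 124 CPM in FruArg+LPS cells, a log2 fold change of -1.73 (SE 0.36, edgeR adjusted p = 0.19) against LPS, with both FruArg+LPS libraries below both LPS libraries. Without FruArg+LPS replicate 1 the log2 fold change was -1.27, and without FruArg+LPS replicate 2 it was -2.42. Under the replicate block it was -1.83 and Nos2 was a DEG (edgeR adjusted p = 7.7e-11). Over the alternatives the adjusted p lay between 7.7e-11 and 0.20.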

The data demonstrate that FruArg can modulate and reverse stimulation of microglia by LPS at gene level. The ability to repress the pro-inflammatory response and oxidative stress both at protein and gene levels suggests that FruArg may have a medicinal value. On the other hand, from the perspective of canonical pathway analysis, both our previous proteomic and current RNA-Seq study show that FruArg can alter the Nrf2-mediated oxidative stress response pathway, which plays a major role for antioxidant protection^20^,^52^,^53^,^54^. 

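Of the 23 Nrf2 target genes of the fixed list, 23 were up-regulated in FruArg+LPS against LPS cells, with a median log2 fold change of 0.82 (camera adjusted p = 1.7e-14). Of these, 0 were DEGs, 8 passed when adjusted over the list alone and 0 over all genes tested. Of the same genes, 8 were DEGs with the replicate block, 17 passed over the list and 13 over all genes tested. The call held under fry (adjusted p = 0.034) but not with an estimated correlation (camera adjusted p = 0.19), and over the alternatives the adjusted p lay between 1.1e-14 and 0.19. In AGE+LPS cells 19 of 23 were up-regulated, with a median of 0.24 (camera adjusted p = 9.6e-04), which did not hold under fry (adjusted p = 0.26, and 3.4e-04 to 0.41 over the alternatives). This median was 0.15 without LPS replicate 1, 0.45 without LPS replicate 2, 0.44 without AGE+LPS replicate 1 and 0.059 without AGE+LPS replicate 2.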

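In FruArg+LPS cells, Hmox1 (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589) rose from 725 ± 43.3 to 1669 ± 322 CPM, a log2 fold change of 1.24 (SE 0.26, edgeR adjusted p = 0.19). Gsta3 had a log2 fold change of 1.66 (SE 0.38, edgeR adjusted p = 0.21) and Gstm5 one of 0.82 (SE 0.44, edgeR adjusted p = 0.44). Gstp1 had one of 1.44 (SE 0.28) and Mgst2 one of 2.64 (SE 0.50), both with an edgeR adjusted p of 0.18. All but Gstm5 were DEGs with the replicate block, with edgeR adjusted p between 8.3e-08 and 5.6e-05, and over the alternatives the adjusted p of these 4 reached 0.22. The glutathione S-transferase genes belong to families of similar genes, such as Gstp1 and Gstp2, between which reads can be shared.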

Genes as *Gsta3, Gstm5, Gstp1, Hmox1,* and *Mgst2* related to Nrf2 mediated oxidative stress pathway were all up-regulated. The expression of these genes may enhance the subsequent activities of glutathione S-transferase and heme oxygenase 1 to catalyze the conjugation of reduced form of glutathione with excess oxidants, to detoxify and to catabolize free heme and produce carbon monoxide. Therefore, the neuroprotection mechanism of FruArg may involve both suppression of pro-inflammatory and promotion of antioxidant genes.

In conclusion, our results suggest that AGE and FruArg are capable of alleviating oxidative and neuroinflammatory responses stimulated by LPS in BV-2 cells by modulating gene expression. Inhibition of the expression of multiple immune- and inflammation-related genes suggested that AGE and FruArg could be drug candidates for the prevention of inflammation-mediated neurodegenerative diseases.

## Materials and Methods

### Cell culture and stimulation

The immortalized mouse microglial cells (BV-2) were originally obtained from Dr. R. Donato (University of Perugia, Italy) and were gifted from co-author Dr. Grace Y. Sun^55^,^56^. The cells, as previously described, were grown in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, Grand Island, NY, USA) supplemented with 5% (v/v) heat-inactivated fetal bovine serum (FBS) (Atlanta Biologicals, Inc., Lawrenceville, GA, USA), 25U/mL penicillin, and 25mg/mL streptomycin (Gibco, Grand Island, NY, USA) in a saturated humidity atmosphere containing 95% (v/v) air and 5% (v/v) CO_2_ at 37 °C^57^,^58^. Cells were cultured in DMEM without serum for 4 hours at 70–80% confluence and exposed to 100ng/mL LPS (rough strains from Escherichia coli F583 Rd mutant, Sigma-Aldrich, St. Louis, MO, USA) for 20 hours with or without aqueous AGE (0.5%, v/v) (Wakunaga of America, Mission Viejo, CA, USA) and FruArg (3 mM), which were added 1 hour prior to LPS exposure, respectively. FruArg was chemically synthesized and the purity and stability were measured as previously described^20^.

### Total RNA extraction and RNA-Seq

Total RNA was extracted using TRIzol (Life Technologies) according to the manufacture’s protocol. Briefly, 0.2 mL of chloroform was added to the homogenized sample and then the tubes were shaken for 15 seconds and incubated for 2–3 minutes at room temperature. Next, the mixture was centrifuged at 12,000 × g for 10 minutes at 4 °C, and the aqueous phase of the sample was extracted and placed into new tubes. Then, 0.5 mL of 100% isopropanol was added to the aqueous phase and incubated at room temperature for 10 minutes. The lysis mixture was centrifuged 12,000 × g for 10 minutes at 4 °C. The supernatant from the tube was removed and washed with 1 mL of 75% ethanol. The RNA pellet was vortexed briefly, centrifuged at 7,500 × g for 5 minutes at 4 °C, and dried at room temperature for 5–10 minutes. Finally, the RNA pellet was resuspended in RNase-free water or 0.5% SDS solution and incubated in a water bath or heat block set at 55–60 °C for 10–15 minutes. Total RNA concentration was determined using a spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). RNA quality was verified on an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA) to confirm that RIN scores were above 7 prior to sequencing. RNA sequencing was performed upon libraries constructed using the Illumina TrueSeq library preparation system that employs a poly-A tail selection. RNA libraries were sequenced as 100nt single-end fragments using Illumina Hi-Seq 2000 system (Illumina, Inc., San Diego, CA, USA). Adaptor sequences were clipped off first. Subsequently, sequencing reads were trimmed and filtered based on quality scores by using fastx_toolbox (http://hannonlab.cshl.edu/fastx_toolkit/) that removed low-scoring sections of each read and preserved the longest remaining sequencing reads.

### Differential gene expression analysis

The trimmed and filtered reads were mapped to mouse genome (Mus_musculus.GRCm38) from Ensemble using Tophat2^59^. Mapped reads were quantified as raw counts by the Subreads package function “featureCounts”. Differentially expressed genes were analyzed using R/Bioconductor package DESeq2. For a gene to be a Differentially Expressed Genes (DEGs), it has to alter at least 2 fold with False Discovery Rate adjusted p-value (p-adj) less than 0.05 (Log2FC ≥1 or Log2FC ≤−1, FDR <0.05). For data visualization, the normalized gene expression value in the format of Count per Million reads (cpm) was log_2_-transformed and plotted by R package gplots^60^.

### Principal component analysis (PCA)

Raw gene counts were normalized to library sizes of each sample and further log_2_ transformed. PCA analysis was performed using R build-in package “prcomp”. The first three components, which accounted for 98% of the variance in dataset were plotted using R package “rgl”.

### Functional annotation and canonical pathway analysis

The data were analyzed using QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City, www.qiagen.com/ingenuity) for associated gene functions and pathways, as well as to predict gene interaction networks. The significance values for the canonical pathways and networks are calculated by right-tailed Fisher’s exact test. The cutoff p-value is 0.05. Taller bars equate to increased significance.

### Accessibility of raw sequencing data and accession number

The raw sequencing reads files and process data files were submitted to NCBI GEO. The accession number is GSE87531.

## Additional Information

**How to cite this article**: Song, H. *et al*. Effects of aged garlic extract and FruArg on gene expression and signaling pathways in lipopolysaccharide-activated microglial cells. *Sci. Rep.* **6**, 35323; doi: 10.1038/srep35323 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
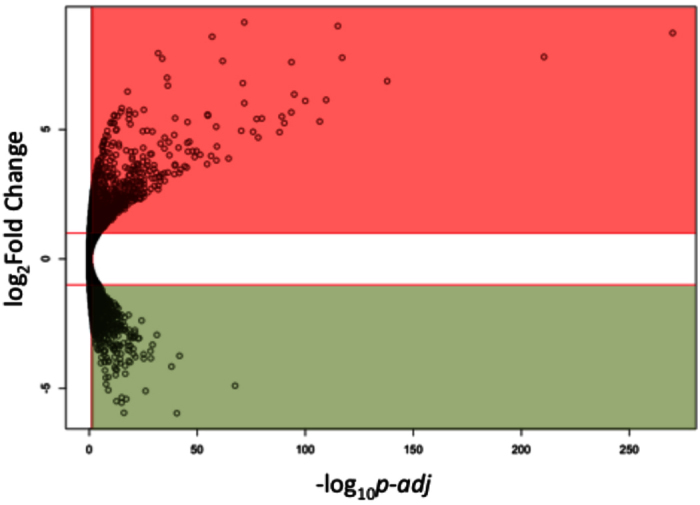
LPS induced gene changes in BV-2 microglial cells. LPS treatment induced differential expression of 2563 genes. For a gene to be considered as differentially expressed gene, the “log_2_Fold Change” has to ≥1 or ≤−1, with a FDR adjusted p-value ≤ 0.05. Red region highlighted up-regulated genes (1391 genes), green region highlighted down-regulated genes (1172 genes). Vertical redline represented *p-*adj = 0.05, two horizontal lines indicate log_2_Fold Change of +1 and −1.

**Figure 2:**
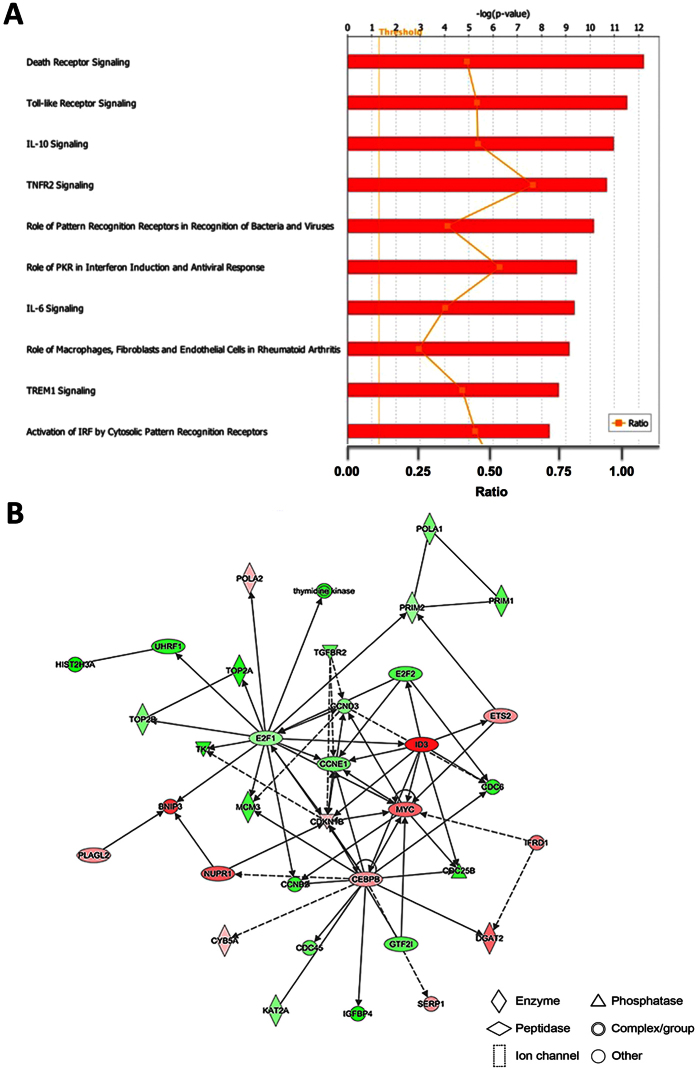
Effects of LPS in BV-2 microglial cells on top canonical pathways and disease/function networks. (**A**) Top 10 canonical pathways predicted by the differentially expressed genes corresponding to LPS stimulation of BV-2 cells. The canonical pathways were ranked according to the –log (p-value). A ratio indicates the numbers of genes that were differentially expressed in each pathway over the total numbers of genes in that specific pathway. (**B**) The top disease and function network is associated with cell cycle, cellular development, and cellular growth and proliferation corresponding to the LPS stimulation of BV-2 cells. The identified genes involved in the networks were displayed in red (up-regulation) and green (down-regulation) color. The color intensity indicates the degree of regulation. Solid lines in the network imply direct interactions between genes, and dashed lines indicate indirect interactions. Geometric shapes represent different general functional families of gene regulation (diamond for enzyme, oval for transcription regulator, trapezoid for transporter, inverted triangle for kinase, double circle for complex/group, and circle for others).

**Figure 3:**
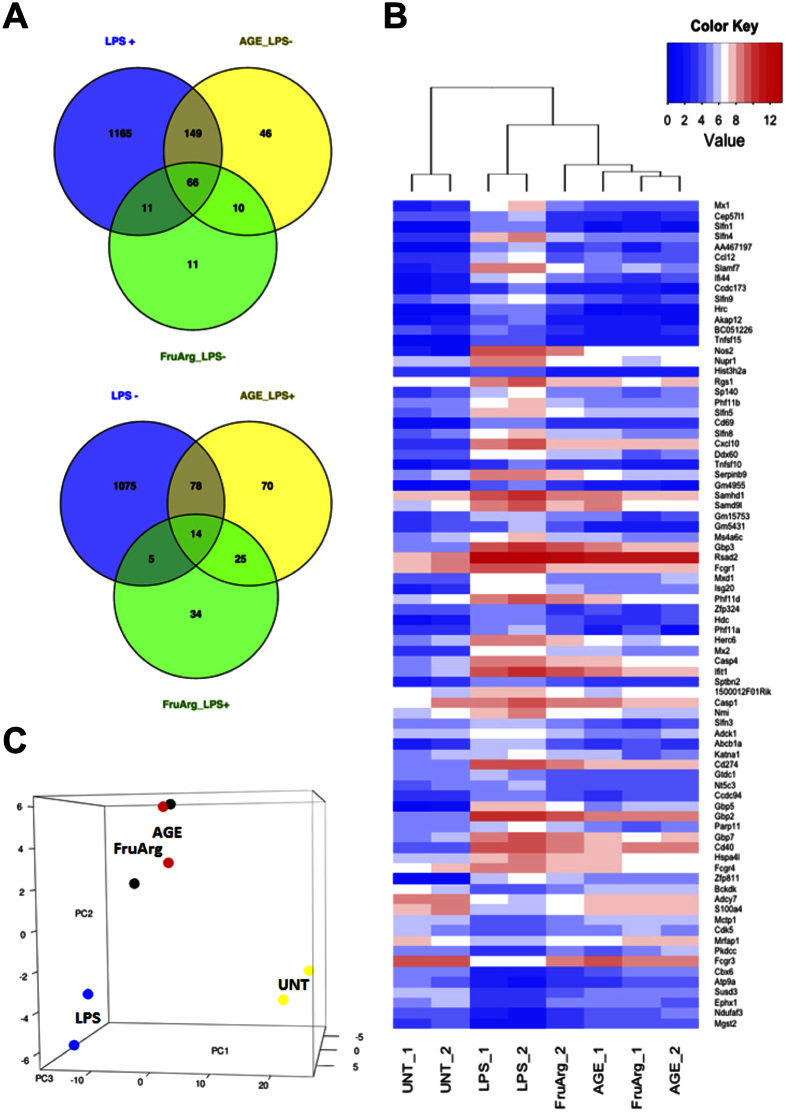
AGE and FruArg repress LPS-induced alteration of gene expression in BV-2 cells. (**A,B**) Venn graph and heatmap showing AGE co-treatment with LPS stimulation was capable of repressing LPS-altered genes (LPS+/−). A large portion of AGE co-treatment down-regulated genes (AGE_LPS-) were up-regulated by LPS; similarly, a large portion of AGE co-treatment up-regulated genes (AGE_LPS+) were down-regulated by LPS treatment alone. Similar effect as AGE was also observed after FruArg treatment (FruArg_LPS+/−). In addition, there are 80 genes that were found to have the same LPS repressing activity after AGE or FruArg treatment. (**C**) Principle component analysis showed that these 80 genes effectively separated untreated control (UNT) from LPS stimulus, as well as co-treatment of LPS with either AGE or FruArg.

**Figure 4:**
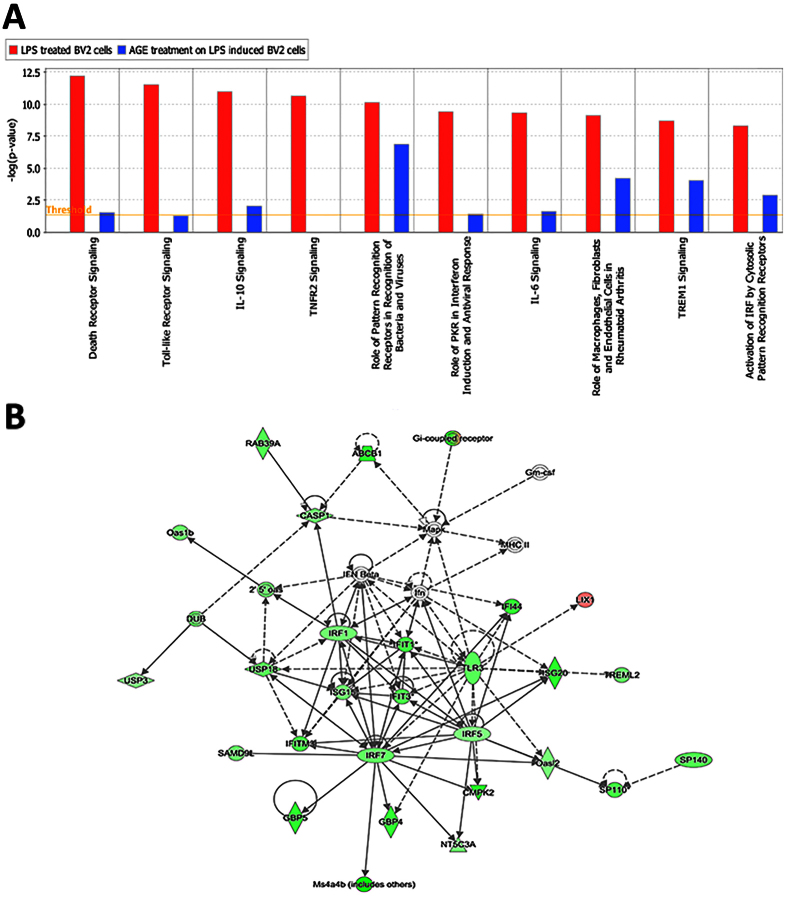
Effects of AGE on LPS-induced alterations of canonical pathways and disease/function networks in BV-2 microglial cells. (**A**) Top 10 canonical pathways affected by LPS stimulation were repressed by AGE treatment. (**B**) The top disease and function network is associated with antimicrobial response, inflammatory response, and infectious diseases corresponding to the effects of AGE on LPS stimulation of BV-2 cells.

**Figure 5:**
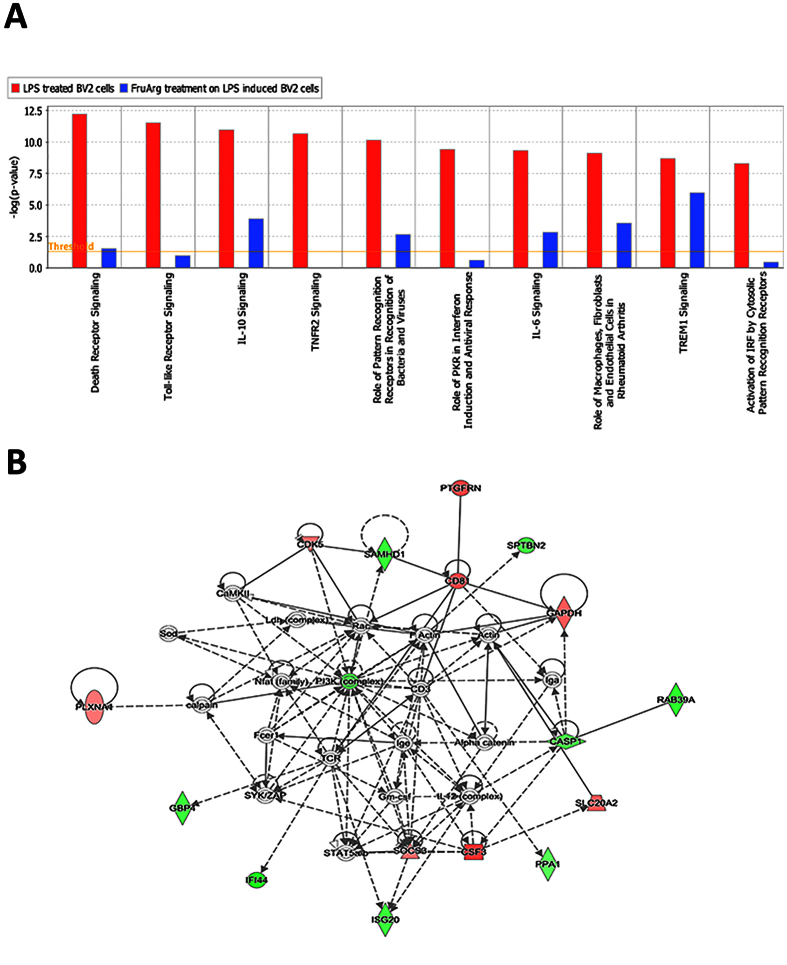
Effects of FruArg on LPS-induced alterations of canonical pathways and disease/function networks in BV-2 microglial cells. (**A**) Top 10 canonical pathways predicted by the differentially expressed genes corresponding to the effects of FruArg on LPS induction of BV-2 cells. (**B**) The top disease and function network is associated with cellular movement, cell death and survival, and cell morphology corresponding to the effects of FruArg on LPS stimulation of BV-2 cells.

**Table 1:** Summary of PCA.

Importance of components	PC1	PC2	PC3	PC4	PC5	PC6	PC7	PC8
Standard deviation	15.32700	5.10028	4.56230	1.83078	1.30763	0.98858	0.70489	2.628E−15
Proportion of Variance	0.81490	0.09023	0.07220	0.01163	0.00593	0.00339	0.00172	0.000E + 00
Cumulative Proportion	0.81490	0.90513	0.97730	0.98895	0.99489	0.99828	1.00000	1.000E + 00

Principal components were ranked based on the proportion of variance they accounted in the dataset. The first 3 PCs accounted for most of the variance of the dataset.

## References

[b1] StablerS. N., TejaniA. M., HuynhF. & FowkesC. Garlic for the prevention of cardiovascular morbidity and mortality in hypertensive patients. Cochrane Database Syst Rev 8, CD007653, 10.1002/14651858.CD007653.pub2 (2012).PMC688504322895963

[b2] RahmanK. Effects of garlic on platelet biochemistry and physiology. Mol Nutr Food Res 51, 1335–1344, 10.1002/mnfr.200700058 (2007).17966136

[b3] AmagaseH., SchafferE. M. & MilnerJ. A. Dietary components modify the ability of garlic to suppress 7, 12-dimethylbenz (a) anthracene-induced mammary DNA adducts. The Journal of nutrition 126, 817 (1996).861388310.1093/jn/126.4.817

[b4] MoriguchiT., SaitoH. & NishiyamaN. Anti‐ageing effect of aged garlic extract in the inbred brain atrophy mouse model. Clinical and experimental pharmacology and physiology 24, 235–242 (1997).913129110.1111/j.1440-1681.1997.tb01813.x

[b5] KyoE., UdaN., KasugaS. & ItakuraY. Immunomodulatory effects of aged garlic extract. J Nutr 131, 1075S–1079S (2001).1123882010.1093/jn/131.3.1075S

[b6] MoriharaN., HayamaM. & FujiiH. Aged garlic extract scavenges superoxide radicals. Plant Foods Hum Nutr 66, 17–21, 10.1007/s11130-011-0216-6 (2011).21318303

[b7] ImaiJ. . Antioxidant and radical scavenging effects of aged garlic extract and its constituents. Planta medica 60, 417–420 (1994).799746810.1055/s-2006-959522

[b8] BorekC. Antioxidant health effects of aged garlic extract. The Journal of nutrition 131, 1010S–1015S (2001).1123880710.1093/jn/131.3.1010S

[b9] SteinerM., KhanA. H., HolbertD. & LinR. A double-blind crossover study in moderately hypercholesterolemic men that compared the effect of aged garlic extract and placebo administration on blood lipids. The American journal of clinical nutrition 64, 866–870 (1996).894241010.1093/ajcn/64.6.866

[b10] RahmanK. & BillingtonD. Dietary supplementation with aged garlic extract inhibits ADP-induced platelet aggregation in humans. The Journal of nutrition 130, 2662–2665 (2000).1105350410.1093/jn/130.11.2662

[b11] SteinerM. & LiW. Aged garlic extract, a modulator of cardiovascular risk factors: a dose-finding study on the effects of AGE on platelet functions. The Journal of nutrition 131, 980S–984S (2001).1123880110.1093/jn/131.3.980S

[b12] AmagaseH. Clarifying the real bioactive constituents of garlic. J Nutr 136, 716S–725S (2006).1648455010.1093/jn/136.3.716S

[b13] MossineV. V. & MawhinneyT. P. 1-Amino-1-deoxy-D-fructose (“fructosamine”) and its derivatives. Adv Carbohydr Chem Biochem 64, 291–402, 10.1016/S0065-2318(10)64006-1 (2010).20837201

[b14] RyuK., IdeN., MatsuuraH. & ItakuraY. Nα-(1-deoxy-D-fructos-1-yl)-L-arginine, an antioxidant compound identified in aged garlic extract. The Journal of nutrition 131, 972S–976S (2001).1123879910.1093/jn/131.3.972S

[b15] LedlF. Chemical pathways of the Maillard reaction. The Maillard reaction in food processing, human nutrition and physiology 19–42 (1990).

[b16] MartinsS. I., JongenW. M. & Van BoekelM. A. A review of Maillard reaction in food and implications to kinetic modelling. Trends in Food Science & Technology 11, 364–373 (2000).

[b17] MossineV. V., GlinskyV. V. & MawhinneyT. P. Antitumor effects of the early Maillard reaction products, in The Maillard Reaction: Interface between Aging, Nutrition and Metabolism, M.C. Thomas and J. Forbes, Editors. Royal Society of Chemistry 170–179 (2010).

[b18] MossineV. V., ChopraP. & MawhinneyT. P. Interaction of tomato lycopene and ketosamine against rat prostate tumorigenesis. Cancer Research 68, 4384–4391 (2008).1851970010.1158/0008-5472.CAN-08-0108

[b19] IdeN., LauB. H., RyuK., MatsuuraH. & ItakuraY. Antioxidant effects of fructosyl arginine, a Maillard reaction product in aged garlic extract. The Journal of nutritional biochemistry 10, 372–376 (1999).1553931310.1016/s0955-2863(99)00021-2

[b20] ZhouH. . Proteomic analysis of the effects of aged garlic extract and its FruArg component on lipopolysaccharide-induced neuroinflammatory response in microglial cells. PLoS One 9, e113531, 10.1371/journal.pone.0113531 (2014).25420111PMC4242640

[b21] DasA. . Dual RNA sequencing reveals the expression of unique transcriptomic signatures in lipopolysaccharide-induced BV-2 microglial cells. PloS one 10, e0121117 (2015).2581145810.1371/journal.pone.0121117PMC4374676

[b22] SchneidermanA. I., BraverE. R. & KangH. K. Understanding sequelae of injury mechanisms and mild traumatic brain injury incurred during the conflicts in Iraq and Afghanistan: persistent postconcussive symptoms and posttraumatic stress disorder. American journal of epidemiology 167, 1446–1452 (2008).1842442910.1093/aje/kwn068

[b23] StreitW. J. Microglial activation and neuroinflammation in Alzheimer’s disease: a critical examination of recent history. Frontiers in aging neuroscience 2 (2010).10.3389/fnagi.2010.00022PMC289015420577641

[b24] RogersJ., MastroeniD., LeonardB., JoyceJ. & GroverA. Neuroinflammation in Alzheimer’s disease and Parkinson’s disease: are microglia pathogenic in either disorder? International review of neurobiology 82, 235–246 (2007).1767896410.1016/S0074-7742(07)82012-5

[b25] QianL. & FloodP. M. Microglial cells and Parkinson’s disease. Immunologic research 41, 155–164 (2008).1851216010.1007/s12026-008-8018-0

[b26] TownT., NikolicV. & TanJ. The microglial. Journal of neuroinflammation 2, 24 (2005).1625962810.1186/1742-2094-2-24PMC1298325

[b27] WoodP. Neuroinflammation: mechanisms and management. (Springer Science & Business Media, 2002).

[b28] BlockM. L., ZeccaL. & HongJ.-S. Microglia-mediated neurotoxicity: uncovering the molecular mechanisms. Nature Reviews Neuroscience 8, 57–69 (2007).1718016310.1038/nrn2038

[b29] GraeberM. B. & StreitW. J. Microglia: biology and pathology. Acta neuropathologica 119, 89–105 (2010).2001287310.1007/s00401-009-0622-0

[b30] Di FilippoM. . Persistent activation of microglia and NADPH drive hippocampal dysfunction in experimental multiple sclerosis. Scientific reports 6 (2016).10.1038/srep20926PMC475786726887636

[b31] PacherP., BeckmanJ. S. & LiaudetL. Nitric oxide and peroxynitrite in health and disease. Physiological reviews 87, 315–424 (2007).1723734810.1152/physrev.00029.2006PMC2248324

[b32] Bal-PriceA. & BrownG. C. Inflammatory neurodegeneration mediated by nitric oxide from activated glia-inhibiting neuronal respiration, causing glutamate release and excitotoxicity. The Journal of Neuroscience 21, 6480–6491 (2001).1151723710.1523/JNEUROSCI.21-17-06480.2001PMC6763071

[b33] GibbonsH. M. & DragunowM. Microglia induce neural cell death via a proximity-dependent mechanism involving nitric oxide. Brain research 1084, 1–15 (2006).1656403310.1016/j.brainres.2006.02.032

[b34] TsangA. H. & ChungK. K. Oxidative and nitrosative stress in Parkinson’s disease. Biochimica et Biophysica Acta (BBA)-Molecular Basis of Disease 1792, 643–650 (2009).1916217910.1016/j.bbadis.2008.12.006

[b35] DanielsonS. R. & AndersenJ. K. Oxidative and nitrative protein modifications in Parkinson’s disease. Free Radical Biology and Medicine 44, 1787–1794 (2008).1839501510.1016/j.freeradbiomed.2008.03.005PMC2422863

[b36] GuZ., NakamuraT., YaoD., ShiZ. & LiptonS. Nitrosative and oxidative stress links dysfunctional ubiquitination to Parkinson’s disease. Cell death and differentiation 12, 1202–1204 (2005).1609439710.1038/sj.cdd.4401705

[b37] CalabreseV. . Nitrosative stress, cellular stress response, and thiol homeostasis in patients with Alzheimer’s disease. Antioxidants & redox signaling 8, 1975–1986 (2006).1703434310.1089/ars.2006.8.1975

[b38] Di PietroV. . Neuroglobin expression and oxidant/antioxidant balance after graded traumatic brain injury in the rat. Free Radical Biology and Medicine 69, 258–264 (2014).2449187910.1016/j.freeradbiomed.2014.01.032

[b39] BuchwalowI. . L-arginine-NO-cGMP signalling pathway in pancreatitis. Scientific reports 3, 1899 (2013).2371258110.1038/srep01899PMC3664897

[b40] ColtonC. A. . The effects of NOS2 gene deletion on mice expressing mutated human AβPP. Journal of Alzheimer’s disease: JAD 15, 571 (2008).1909615710.3233/jad-2008-15405PMC2667339

[b41] DawsonV. L. & DawsonT. M. Nitric oxide in neurodegeneration. Progress in brain research 118, 215–229 (1998).993244410.1016/s0079-6123(08)63210-0

[b42] UttaraB., SinghA. V., ZamboniP. & MahajanR. Oxidative stress and neurodegenerative diseases: a review of upstream and downstream antioxidant therapeutic options. Current neuropharmacology 7, 65 (2009).1972181910.2174/157015909787602823PMC2724665

[b43] BryceP. J., OyoshiM. K., KawamotoS., OettgenH. C. & TsitsikovE. N. TRAF1 regulates Th2 differentiation, allergic inflammation and nuclear localization of the Th2 transcription factor, NIP45. International immunology 18, 101–111 (2006).1635263010.1093/intimm/dxh354

[b44] CerhanJ. R. . Genetic variation in 1253 immune and inflammation genes and risk of non-Hodgkin lymphoma. Blood 110, 4455–4463 (2007).1782738810.1182/blood-2007-05-088682PMC2234796

[b45] SchellerJ., ChalarisA., Schmidt-ArrasD. & Rose-JohnS. The pro-and anti-inflammatory properties of the cytokine interleukin-6. Biochimica et Biophysica Acta (BBA)-Molecular Cell Research 1813, 878–888 (2011).2129610910.1016/j.bbamcr.2011.01.034

[b46] BauneB. T. . Interleukin-6 gene (IL-6): a possible role in brain morphology in the healthy adult brain. Journal of neuroinflammation 9, 125 (2012).2269506310.1186/1742-2094-9-125PMC3464888

[b47] YoonY. D. . Toll-like receptor 4-dependent activation of macrophages by polysaccharide isolated from the radix of Platycodon grandiflorum. International immunopharmacology 3, 1873–1882 (2003).1463683610.1016/j.intimp.2003.09.005

[b48] ChinoA. . Juzentaihoto, a Kampo medicine, enhances IL-12 production by modulating Toll-like receptor 4 signaling pathways in murine peritoneal exudate macrophages. International immunopharmacology 5, 871–882 (2005).1577812310.1016/j.intimp.2005.01.004

[b49] PatwardhanB. & GautamM. Botanical immunodrugs: scope and opportunities. Drug discovery today 10, 495–502 (2005).1580919510.1016/S1359-6446(04)03357-4PMC7128543

[b50] PughN. D. . Melanin: dietary mucosal immune modulator from Echinacea and other botanical supplements. International immunopharmacology 5, 637–647 (2005).1571033310.1016/j.intimp.2004.12.011

[b51] ZhaoL., LeeJ. Y. & HwangD. H. Inhibition of pattern recognition receptor-mediated inflammation by bioactive phytochemicals. Nutrition reviews 69, 310–320 (2011).2163151210.1111/j.1753-4887.2011.00394.xPMC3881972

[b52] ZhangM. . Emerging roles of Nrf2 and phase II antioxidant enzymes in neuroprotection. Progress in neurobiology 100, 30–47 (2013).2302592510.1016/j.pneurobio.2012.09.003PMC3623606

[b53] SethyN. K., SinghM., KumarR., IlavazhaganG. & BhargavaK. Upregulation of transcription factor NRF2-mediated oxidative stress response pathway in rat brain under short-term chronic hypobaric hypoxia. Functional & integrative genomics 11, 119–137 (2011).2092244710.1007/s10142-010-0195-y

[b54] JungJ.-S. . Anti-inflammatory mechanism of exogenous C2 ceramide in lipopolysaccharide-stimulated microglia. Biochimica et Biophysica Acta (BBA)-Molecular and Cell Biology of Lipids 1831, 1016–1026 (2013).2338483910.1016/j.bbalip.2013.01.020

[b55] BlasiE., BarluzziR., BocchiniV., MazzollaR. & BistoniF. Immortalization of murine microglial cells by a v-raf/v-myc carrying retrovirus. J Neuroimmunol 27, 229–237 (1990).211018610.1016/0165-5728(90)90073-v

[b56] BocchiniV. . An immortalized cell line expresses properties of activated microglial cells. J Neurosci Res 31, 616–621, 10.1002/jnr.490310405 (1992).1578513

[b57] ShenS. . Distinct signaling pathways for induction of type II NOS by IFNgamma and LPS in BV-2 microglial cells. Neurochem Int 47, 298–307, 10.1016/j.neuint.2005.03.007 (2005).15955597

[b58] JiangJ. . Sutherlandia frutescens ethanol extracts inhibit oxidative stress and inflammatory responses in neurons and microglial cells. PLoS One 9, e89748, 10.1371/journal.pone.0089748 (2014).24587007PMC3934922

[b59] LiJ. . From Gigabyte to Kilobyte: A Bioinformatics Protocol for Mining Large RNA-Seq Transcriptomics Data. PLoS One 10, e0125000, 10.1371/journal.pone.0125000 (2015).25902288PMC4406561

[b60] LuY., LiJ., ChengJ. & LubahnD. B. Genes targeted by the Hedgehog-signaling pathway can be regulated by Estrogen related receptor β. BMC molecular biology 16, 19 (2015).2659782610.1186/s12867-015-0047-3PMC4657266

# Supplementary material for: Effects of aged garlic extract and FruArg on gene expression and signaling pathways in lipopolysaccharide-activated microglial cells
**Source:** Sci Rep. 2016 Oct 13;6:35323. doi: 10.1038/srep35323
**Supplement:** Supplementary Information

## Supplementary information for

### Effects of aged garlic extract and FruArg on gene expression and signaling pathways in lipopolysaccharide-activated microglial cells

Hailong Song<sup>1,2,3,+</sup>, Yuan Lu<sup>4,8,+</sup>, Zhe Qu<sup>1,2,3</sup>, Valeri V. Mossine<sup>4</sup>, Matthew B. Martin<sup>4</sup>, Jie Hou<sup>3,5</sup>, Jiankun Cui<sup>1,3</sup>, Brenda A. Peculis<sup>4</sup>, Thomas P. Mawhinney<sup>6</sup>, Jianlin Cheng<sup>3,5</sup>, C. Michael Greenlief<sup>3,6</sup>, Kevin Fritsche<sup>3,7</sup>, Francis J. Schmidt<sup>4</sup>, Ronald B. Walter<sup>8</sup>, Dennis B. Lubahn<sup>3,4</sup>, Grace Y. Sun<sup>1,2,3,4</sup>, Zezong Gu<sup>1,2,3,\*</sup>

<sup>+</sup>These authors contributed equally to this work.

Departments of <sup>1</sup>Pathology & Anatomical Sciences, and <sup>4</sup>Biochemistry, <sup>2</sup>Center for Translational Neuroscience, University of Missouri School of Medicine, Columbia, MO 652112, USA; <sup>3</sup>Center for Botanical Interaction Studies, Departments of <sup>5</sup>Computer Science, Informatics Institute, <sup>6</sup>Chemistry, and <sup>7</sup>Animal Sciences, University of Missouri, Columbia, MO 65211, USA; <sup>8</sup>Xiphophorus Genetic Stock Center, Texas State University, San Marcos, TX, 78666 USA

Dr. Zezong Gu, Department of Pathology & Anatomical Sciences, Center for Translational Neuroscience, University of Missouri-Columbia, School of Medicine, Columbia, MO 65212, USA

## Supplementary Figures and Figure Legends

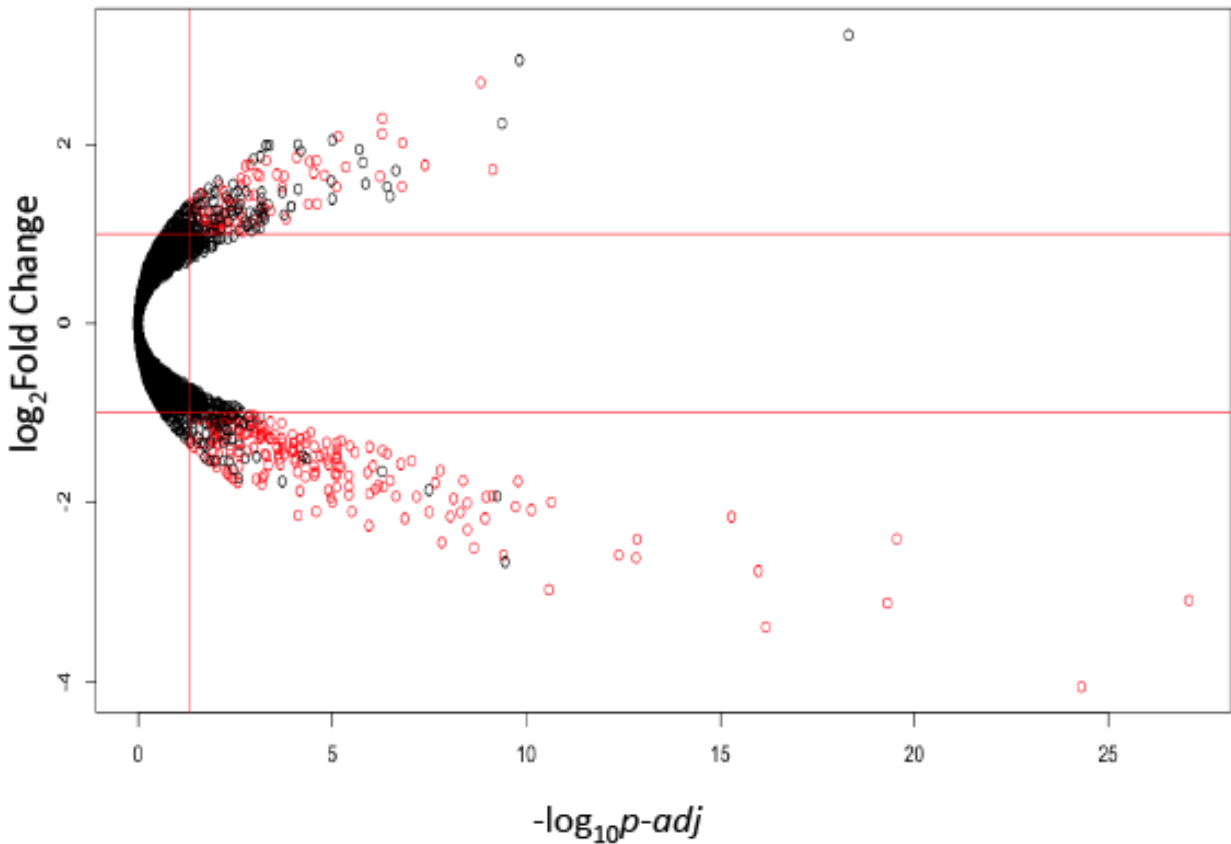

**Supplementary Figure S1. Induced genes by co-treatment of AGE with LPS in BV-2 microglial cells.** The co-treatment of AGE with LPS altered 458 DEGs in total compared to LPS stimulant alone group. For a gene to be considered as differentially expressed gene, the “log<sub>2</sub>Fold Change” has to  $\geq 1$  or  $\leq -1$ , with a FDR adjusted  $p$ -value  $\leq 0.05$ . Red dots highlighted genes that were reversed by AGE co-treatment. Vertical redline represented  $p\text{-adj} = 0.05$ , two horizontal lines indicate log<sub>2</sub>Fold Change of +1 and -1.

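The red points are genes called in the comparisons of both Supplementary Table S1 and Supplementary Table S2 with opposite signs, and matching the paper's tables by gene gives 307 of them. All 98 DEGs called without a block were among the 458 genes of Supplementary Table S2, in the same direction. With the replicate block, 458 of the 458 were called in the same direction.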

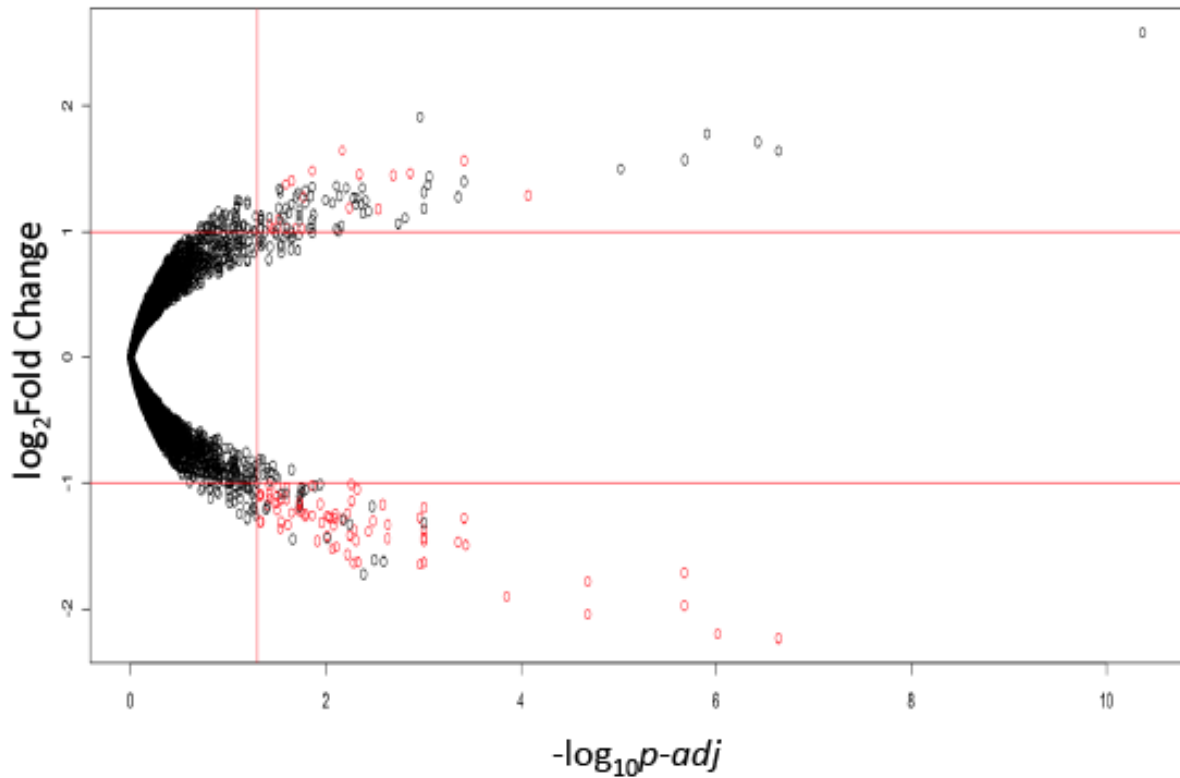

**Supplementary Figure S2. Induced genes by co-treatment of FruArg with LPS in BV-2 microglial cells.** The co-treatment of FruArg with LPS altered 175 DEGs in total compared to LPS stimulant alone group. For a gene to be considered as differentially expressed gene, the “ $\log_2\text{Fold Change}$ ” has to  $\geq 1$  or  $\leq -1$ , with a FDR adjusted  $p$ -value  $\leq 0.05$ . Red dots highlighted genes that were reversed by FruArg co-treatment compared to the LPS induction. Vertical redline represented  $p\text{-adj} = 0.05$ , two horizontal lines indicate  $\log_2\text{Fold Change}$  of +1 and -1.

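The paper's Supplementary Table S3, behind this plot, lists 176 genes, of which 78 are up-regulated and 98 down-regulated. In the counts, 100% of them had a log2 fold change of the same sign in FruArg+LPS against LPS. With the replicate block 176 of them were called in the same direction.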

**A**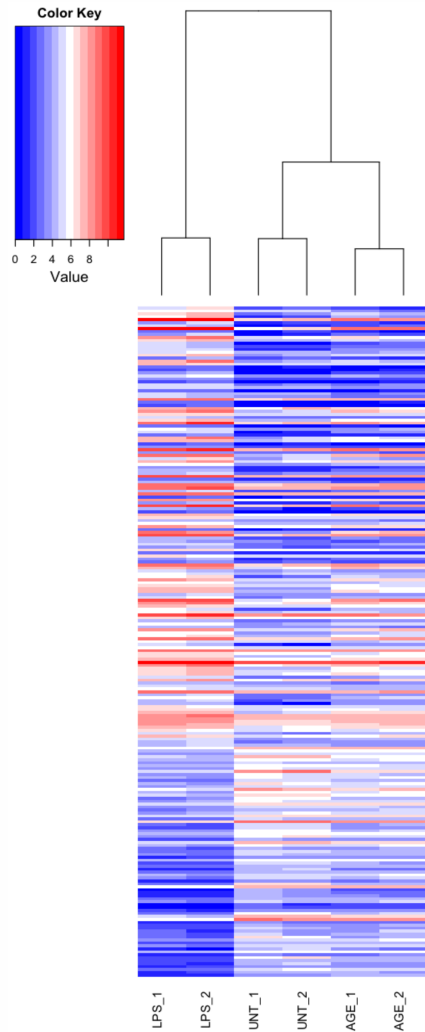**B**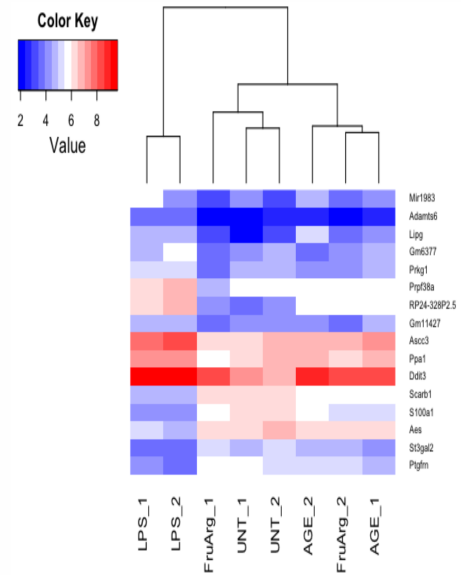

**Supplementary Figure S3. LPS-altered genes that were repressed by AGE or FruArg independently.** (A) Heatmap showing genes that were responsive to LPS, and were repressed by AGE co-treatment was shown. (B) Heatmap showing genes that were responsive to LPS, and were repressed by FruArg co-treatment was shown. These genes indicated AGE's and FruArg's LPS repression functions in LPS-induced BV-2 cells. Also, the repression effects of AGE come partly from FruArg.

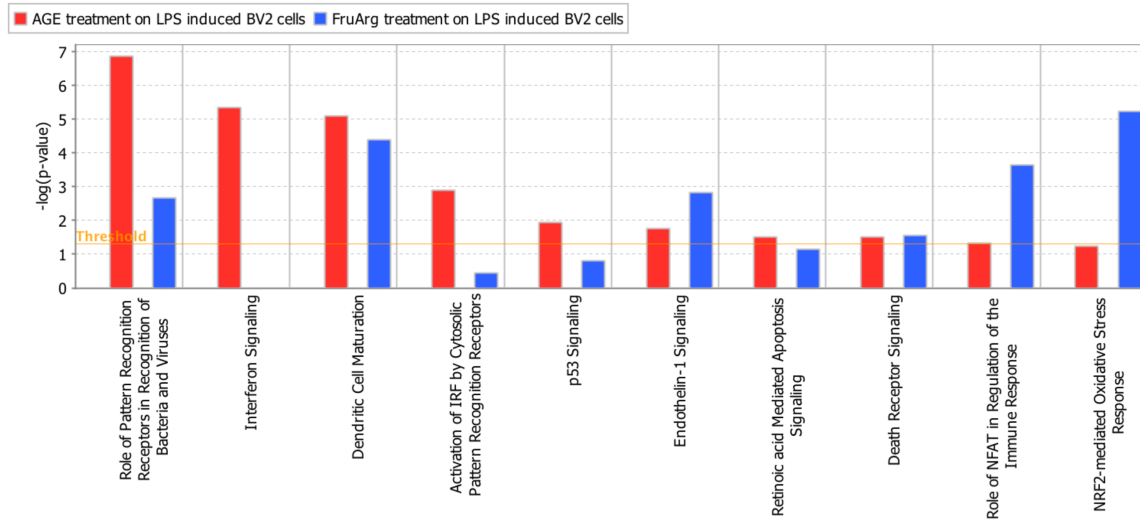

**Supplementary Figure S4. Canonical pathways comparison between AGE and FruArg group.** Top canonical pathways that were both affected by the AGE and FruArg treatment against LPS stimulation in BV-2 cells. The significances are based on the pathways'  $-\log(p\text{-value})$ , which are calculated by Fisher's exact test right-tailed. Taller bars equate to increased significance.

## Supplemental Tables

Supplementary Table S1. Differentially expressed genes of pair-wise comparison (LPS vs. UNT)

Supplementary Table S2. Differentially expressed genes of pair-wise comparison (LPS+AGE vs. LPS)

Supplementary Table S3. Differentially expressed genes of pair-wise comparison 3 (LPS+FruArg vs. LPS)

Supplementary Table S4. Canonical pathways respond to LPS stimulation (LPS vs. UNT).

Note: The data were analyzed using QIAGEN's Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, [www.qiagen.com/ingenuity](http://www.qiagen.com/ingenuity)) for associated gene functions and pathways, as well as to predict gene interaction networks. (This note is also applied for Supplementary Table S5 and Supplementary Table S6).

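These tables give, for each canonical pathway of IPA, the significance of its overlap with the DEGs of a comparison as a negative logarithm of the p-value, the share of the pathway's genes among them (ratio), a z-score where one was computed, and the molecules counted. The paper's methods name a right-tailed Fisher's exact test for the significance. This test asks how many DEGs a pathway holds and takes no account of their direction. The molecules of Supplementary Table S5, for example, include both Il1b, which was up-regulated in AGE+LPS against LPS cells, and Irf7, which was down-regulated.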

Supplementary Table S5. Canonical pathways respond to AGE treatment (LPS+AGE vs. LPS).

Supplementary Table S6. Canonical pathways respond to FruArg treatment (LPS+FruArg vs. LPS).

How the deposited data were processed for this re-analysis (not part of the article)

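The data are the counts of RNA-Seq reads per gene in 8 libraries of BV-2 cells, with 2 replicates in each of 4 groups (control, LPS, AGE+LPS and FruArg+LPS). The authors clipped adaptors from single-end reads, trimmed and filtered them by quality with fastx_toolkit, mapped them with TopHat2 to the mouse genome GRCm38 from Ensembl, and counted reads per Ensembl gene with featureCounts. The paper's text does not name the versions of these tools, the release of the annotation, the strandedness of the counting or the treatment of reads that map to several places. The values are whole numbers with a different total in each library and were used as raw counts, and every column of the count table was used. Total counts lay between 2707500 and 12069807 per library, so that 3 counts correspond to between 0.249 and 1.11 CPM. Of the 46078 genes counted, 45229 were matched by Ensembl identifier to GENCODE M21, which gave their symbol, position, GC content and length.

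Each comparison was fitted on its own libraries with edgeR 4.0.16 in R 4.3.3, with the filter filterByExpr, TMM normalization and the quasi-likelihood F-test (glmQLFit and glmQLFTest), two-sided, and Benjamini-Hochberg adjustment over the genes tested. DEGs had an absolute log2 fold change of at least 1 and an adjusted p below 0.05. The comparisons were LPS, AGE+LPS and FruArg+LPS each with the control, AGE+LPS and FruArg+LPS each with LPS, and FruArg+LPS with AGE+LPS. A reversed gene was a DEG of a co-treatment against LPS and a DEG of LPS against the control, with opposite signs. The slope of the change by co-treatment on the change by LPS was taken on log2 CPM with a prior count of 2. Gene lists were the molecules of the 10 top pathways of Supplementary Table S4, matched by symbol or else by a synonym (ABCB1 as Abcb1a, and FCGR2A by synonym as Fcgr2b, which is not in Supplementary Table S1, while FCGR1A and FCGR3B were not matched), and 5 other lists (interferon-stimulated genes, NF-kB targets, cell cycle genes, Nrf2 targets, and sterol and fatty acid synthesis genes). They were tested with camera in limma 3.58.1 with a preset correlation between genes of 0.01, adjusted over the 10 pathway lists or over the 5 other lists of a comparison. The PCA used log2 CPM by library size with a pseudocount of 1, centred and not scaled. The genes named are genes that the paper's results and discussion name, some of which were left out, and for each comparison the 3 up-regulated and 3 down-regulated DEGs with the largest log2 fold change among those with a mean of at least 5 CPM whose groups do not overlap. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

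The alternatives were DESeq2 1.42.0 with and without a prior on log2 fold changes, size factors of the DESeq2 type (RLE) in edgeR, scaling by library size, filters of at least 1 count over the libraries of a fit and of at least 10 counts in every library, no minimum on the fold change, the 4 groups in one fit, the replicate number as a block in each pair of groups or in one fit, fry and an estimated correlation in place of camera's preset, other gene sets and scalings for the PCA, 1 LPS library in each change for the slope, and each library left out in turn. A correction for GC content, with and without the block, and the slope within lanes were chosen after seeing the data. The correction is a lowess trend with span 0.3, put into the offsets, of each library's difference from the mean of its own group. It leaves a GC trend between groups in place. The labels give the lane and run of each library, and the replicate number names them. Whether the number pairs the samples was checked after the counts were seen. The difference between replicate 2 and replicate 1 correlated between groups, across genes, with r from 0.244 (control and FruArg+LPS) to 0.628 (LPS and AGE+LPS). Values with the block therefore stand beside those without it where the counts of DEGs and reversed genes of the co-treatments, or the calls of the genes and gene lists named, or the side of 0.05 on which an adjusted p lay, changed. Between the replicates of a group, the chi-square per degree of freedom of the counts was 12.9 (control) to 45.6 (LPS).

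The tests were tried on simulated data with 200 genes changed 4-fold. Of these, edgeR recovered 200, DESeq2 195 and DESeq2 with the prior 173, each with 0 other genes called. With a simulated lane difference, edgeR recovered 0 without the block and 199 with it. This difference was the same in both groups and was not fitted to the data. Co-treatments without effect were simulated 15 times. The LPS libraries were drawn as well, from the means of the measured ones, and only the control libraries were the measured ones. Draws for the block used the LPS values of each lane, and the others the mean of both lanes. The groups hold too few libraries for a rank or permutation test, for a count of other splits of the samples or for a test for outlying samples, and fits with 1 library left out give log2 fold changes without p-values. Measurements of the paper other than these counts were not analysed here.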

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

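The tests of depth, GC content and shared control libraries were chosen after both counts of DEGs had been seen, but before their own results, and those of GC content also after a trend of the lane difference with GC content had been seen.

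Between AGE+LPS and control cells, 1873 of 12449 genes were DEGs (951 up-regulated and 922 down-regulated), a signal in a comparison that the paper does not report. With library size scaling, which moved the median log2 fold change of all tested genes to -0.24, 683 were up-regulated and 1385 down-regulated. Of the LPS DEGs, 1485 (50.9%) were also DEGs here in the same direction and 2 in the opposite direction. Over the alternatives the count of DEGs lay between 1418 and 2456 and this share between 47.4% and 53.2%. With each library left out in turn, between 1717 and 1759 of the DEGs had a change of at least 2-fold in the same direction. DEGs with a mean of at least 5 CPM whose groups did not overlap were ranked by their fitted change. The largest fitted increases were those of Lcn2 (at least 459-fold higher), Traf1 (at least 552-fold higher) and Adora2a (at least 30.4-fold higher). Adora2a had no counts in the control libraries, so its rank rests on the fit. The largest fitted decreases were those of Asb10 (at least 37.7-fold lower), Ipcef1 (log2 fold change -5.34, edgeR adjusted p = 7.8e-04) and Hist1h3h (-5.11, edgeR adjusted p = 2.0e-04). The value of Ipcef1, with 0 and 5 counts in the AGE+LPS libraries, was -9.79 without AGE+LPS replicate 2, -4.35 without AGE+LPS replicate 1 and -2.23 with DESeq2 and its prior. Hist1h3h belongs to a family of similar histone genes, between which reads can be shared. If depth were behind the calls, few genes would be called at equal depth. With all libraries thinned to 2707500 counts, 1679 genes were DEGs, 1561 of them among the 1873. With the GC trend of each library within its group removed, 2050 were DEGs, 1858 of them among the 1873. Noise of the control libraries, which are used in the comparison with LPS cells as well, was taken out by using 1 control library in each change. Across genes, which are not independent replicates, the changes from the control in LPS and in co-treated cells then had correlations of 0.748 and 0.708. These values argue against depth or the control libraries as the whole cause. A GC trend between groups was left in place, so GC content is not ruled out. Co-treated cells received LPS and control cells did not, so a response to LPS is part of this comparison by design.

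Between FruArg+LPS and control cells, 2098 of 12038 genes were DEGs (1154 up-regulated and 944 down-regulated), a signal in a comparison that the paper does not report. With library size scaling, which moved the median log2 fold change of all tested genes to -0.40, 708 were up-regulated and 1936 down-regulated. Of the LPS DEGs, 1610 (55.2%) were also DEGs here in the same direction and 0 in the opposite direction. Over the alternatives the count of DEGs lay between 1664 and 2767 and this share between 53.3% and 63.9%. With each library left out in turn, between 1921 and 2006 of the DEGs had a change of at least 2-fold in the same direction. By the same rule, the largest fitted increases were those of Traf1 (at least 620.0-fold higher), Adora2a (at least 34.1-fold higher) and Lcn2 (at least 354-fold higher). The rank of Adora2a again rests on the fit. The largest fitted decreases were those of Ipcef1 (at least 25.0-fold lower), Hist1h3c (at least 58.2-fold lower), of the same histone family, and Asb10 (at least 27.2-fold lower). If depth were behind the calls, few genes would be called at equal depth. With all libraries thinned to 2707500 counts, 1992 genes were DEGs, 1839 of them among the 2098. With the GC trend of each library within its group removed, 2248 were DEGs, 2082 of them among the 2098. Noise of the control libraries, which are used in the comparison with LPS cells as well, was taken out by using 1 control library in each change. Across genes, which are not independent replicates, the changes from the control in LPS and in co-treated cells then had correlations of 0.637 and 0.794. These values argue against depth or the control libraries as the whole cause. A GC trend between groups was again left in place, so GC content is not ruled out. Here too, only the co-treated cells received LPS, so a response to LPS is part of the comparison by design. No cells were treated with AGE or FruArg alone, so their effect without LPS was not tested. Both lanes hold each of the groups compared.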

How the results depend on the processing

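Of 290 values for 29 main results (counts of DEGs and reversed genes, the gene lists, the slopes and the PCA) under the alternatives and with 1 library left out, 200 kept their direction and side of the threshold or stayed within the spread or within 1.5 times the count. The correction for GC content and the slopes within lanes were chosen after seeing the data. For 873 values of single genes and pathway lists that keep all libraries, 750 kept direction and side, 94 passed the threshold only under the alternative, 21 no longer passed it and 8 changed direction. The count of LPS DEGs stayed within 1.5 times under each alternative run. The depth limits the fold changes of genes at the floor of a group, such as Traf1, Lcn2, Hrc and Cxcl3 in control cells, to lower bounds.

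With TMM, edgeR's filter and no block, edgeR called 98 DEGs of AGE+LPS and 0 of FruArg+LPS against LPS. DESeq2 called 529 DEGs of AGE+LPS and 194 of FruArg+LPS against LPS, with 349 and 101 reversed and 88 reversed by both. With the prior on log2 fold changes there were 457 DEGs of AGE+LPS and 174 of FruArg+LPS against LPS, with 303 and 94 reversed and 78 reversed by both. The filter of at least 1 count gave 927 DEGs of AGE+LPS and 503 of FruArg+LPS against LPS and 40 of FruArg+LPS against AGE+LPS, with 575 and 253 reversed and 190 reversed by both. One fit of all groups gave 376 DEGs of AGE+LPS and 5 of FruArg+LPS against LPS, with 261 and 1 reversed and 1 reversed by both. The replicate block gave 1199 DEGs of AGE+LPS and 766 of FruArg+LPS against LPS and 107 of FruArg+LPS against AGE+LPS, with 716 and 356 reversed and 258 reversed by both, and the block in one fit of all groups gave 895 DEGs of AGE+LPS and 853 of FruArg+LPS against LPS and 151 of FruArg+LPS against AGE+LPS, with 575 and 390 reversed and 272 reversed by both. With the GC correction, 786 and 50 genes were DEGs of AGE+LPS and FruArg+LPS against LPS. With the GC correction and the block they were 1181 and 766, and 175 were DEGs of FruArg+LPS against AGE+LPS. Beyond the tests of GC content and the simulated difference between lanes, the cause was not tested.

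The log2 fold change of Traf1 in FruArg+LPS against LPS was 0.00099 and changed sign to -0.022 with DESeq2, -0.020 with the prior, -0.016 and -0.031 with the filters of at least 1 and 10 counts, -0.0060 in one fit of all groups, -0.0055 with the replicate block and -0.00308 with RLE size factors. TREM1 signaling after FruArg was -0.012 with the filter of at least 10 counts. With library size scaling, sterol and fatty acid synthesis genes after LPS were -0.37 and NF-kB targets after AGE 0.040. The same scaling moved the median of all tested genes from 0.020 to -0.40 after LPS. After AGE it moved that median from -0.00052 to 0.15. These sign changes thus go with a shift of all genes. With the replicate block the NF-kB targets after AGE were -0.15. The NF-kB targets after AGE passed the threshold with library size scaling and with the block, both times with up as camera's direction. Apart from the shift with library size scaling, the cause was not tested for any of these.

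With an estimated correlation in place of the preset one, the medians are the same by construction but the calls no longer held for interferon-stimulated genes (3.12), cell cycle genes (-2.22) and Nrf2 targets (1.27) after LPS, for interferon-stimulated genes (-1.26), Nrf2 targets (0.24) and sterol and fatty acid synthesis genes (0.41) after AGE, and for interferon-stimulated genes (-0.77), NF-kB targets (0.20) and Nrf2 targets (0.82) after FruArg. The number of pathway lists lower was 0 after AGE and 0 after FruArg. Under fry the calls no longer held for interferon-stimulated genes (-1.26), Nrf2 targets (0.24) and sterol and fatty acid synthesis genes (0.41) after AGE and for interferon-stimulated genes after FruArg (-0.77), while sterol and fatty acid synthesis genes after FruArg (0.20) passed only under fry. Under fry, 0 pathway lists were lower after FruArg. The tests differ in how they treat correlation between genes. For the estimated setting that is not the whole cause. For death receptor signaling after LPS the camera adjusted p went from 6.4e-23 to 0.017, although its estimated correlation of -0.0078 lay below the preset 0.01. Losing a call under that setting alone is thus weak evidence against the call. Beyond this the cause was not tested.

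The share of the first principal component was 80.8% with the 500 most variable genes, 57.3% with all genes that passed the filter and 80.3% with each gene scaled to unit variance, where other genes or weights enter by construction. A PCA of the genes reversed by both co-treatments here gave no value, since there were 0 such genes. The slope for AGE was -0.29 and -0.20, and that for FruArg -0.098, with 1 LPS library in each change, and -0.22 for AGE and -0.11 for FruArg when each change was also taken within 1 lane. The other ways kept these slopes within the spread. For the slopes the cause was not tested.

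Where leaving out 1 library changed the direction of a single gene, the cause was not tested. The log2 fold changes after AGE then ranged from -0.072 (without AGE+LPS 1) to 0.18 (without AGE+LPS 2) for Nfkb1, -0.67 (without AGE+LPS 1) to 0.20 (without AGE+LPS 2) for Nfkb2, -0.47 (without AGE+LPS 1) to 0.014 (without AGE+LPS 2) for Traf1, -0.26 (without AGE+LPS 2) to 0.33 (without AGE+LPS 1) for Hmox1 and -0.61 (without LPS 1) to 0.24 (without LPS 2) for Il6. Those after FruArg ranged from -0.082 (without LPS 2) to 0.55 (without LPS 1) for Nfkb2, -0.83 (without FruArg+LPS 2) to 0.23 (without LPS 2) for Il6 and -0.18 (without FruArg+LPS 2) to 0.15 (without FruArg+LPS 1) for Traf1. Of the 5 fixed lists, those that moved by more than the spread or changed direction had medians after LPS from 2.91 (without control 1) to 3.50 (without control 2) for interferon-stimulated genes, 3.04 (without control 1) to 3.42 (without control 2) for NF-kB targets, -2.46 (without LPS 1) to -2.05 (without LPS 2) for cell cycle genes, 1.15 (without control 1) to 1.47 (without control 2) for Nrf2 targets and -0.031 (without control 1) to 0.24 (without control 2) for sterol and fatty acid synthesis genes. Of the fixed lists that did so and the pathway lists that changed direction, the medians ranged after AGE from -0.028 (without AGE+LPS 1) to 0.19 (without LPS 1) for IL-6 signaling, -0.058 (without AGE+LPS 1) to 0.17 (without AGE+LPS 2) for rheumatoid arthritis, -0.23 (without AGE+LPS 1) to 0.19 (without AGE+LPS 2) for NF-kB targets and 0.082 (without LPS 2) to 0.43 (without LPS 1) for cell cycle genes, and after FruArg from -0.017 (without LPS 2) to 0.15 (without FruArg+LPS 1) for Toll-like receptor signaling, -0.076 (without LPS 2) to 0.11 (without LPS 1) for TNFR2 signaling, -0.11 (without FruArg+LPS 2) to 0.060 (without LPS 1) for pattern recognition receptors, -0.10 (without FruArg+LPS 2) to 0.037 (without LPS 1) for role of PKR, -1.21 (without FruArg+LPS 2) to -0.47 (without FruArg+LPS 1) for interferon-stimulated genes, 0.077 (without LPS 2) to 0.51 (without LPS 1) for NF-kB targets, 0.64 (without LPS 1) to 0.91 (without LPS 2) for Nrf2 targets and 0.11 (without FruArg+LPS 1) to 0.28 (without LPS 2) for sterol and fatty acid synthesis genes. Pathway lists that moved by more than the spread and kept their direction had medians after AGE of -0.47 (without AGE+LPS 1) for TNFR2 signaling, -0.60 (without LPS 1) and -0.59 (without AGE+LPS 1) for pattern recognition receptors, -0.61 (without AGE+LPS 1) for role of PKR and -0.017 (without LPS 1) for TREM1 signaling, and after FruArg of 0.56 (without LPS 1) for IL-10 signaling, 0.46 (without LPS 1) for IL-6 signaling, 0.30 (without LPS 1) for rheumatoid arthritis, 0.15 (without FruArg+LPS 2) for TREM1 signaling and -0.72 (without FruArg+LPS 2) for activation of IRF. The share of the first principal component ranged from 81.7% (without control 1) to 87.9% (without FruArg+LPS 1). Here a number after the group is that of the replicate, and the cause was not tested for any of these. For 412 values of single genes and pathway lists with 1 library left out, 303 stayed within the spread, 87 moved by more and 22 changed direction. No such fit was made for the counts where edgeR with its filter and no block called 0 genes.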

Differences from the paper's values

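For AGE+LPS against LPS, 98 DEGs were called here with edgeR against the paper's 458 with DESeq2. Of these, 79 were reversed against the paper's 307. Those up-regulated by LPS were 56 against the paper's 215, and those down-regulated by LPS 23 against the paper's 92. Of the alternatives set before the data were examined, those that came within 1.5 times the paper's count of DEGs gave 529 with DESeq2, 457 with DESeq2 with the prior on log2 fold changes and 376 with all groups in one fit. For the reversed genes they gave 349 with DESeq2, 303 with DESeq2 with the prior on log2 fold changes and 261 with all groups in one fit. For those up-regulated by LPS they gave 244 with DESeq2, 212 with DESeq2 with the prior on log2 fold changes, 157 with all groups in one fit and 313 with the replicate block with all groups in one fit, and for those down-regulated by LPS 105 with DESeq2, 91 with DESeq2 with the prior on log2 fold changes and 104 with all groups in one fit. The other alternatives did not come within 1.5 times: RLE size factors in edgeR, library size scaling, the filter of at least 1 count, the filter of at least 10 counts in every library, the replicate block, the replicate block with all groups in one fit and no minimum on the fold change, apart from the count of 313 just given.

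For FruArg+LPS against LPS, 0 DEGs were called here with edgeR against the paper's 175 with DESeq2. None were reversed (0 against the paper's 96), with 0 up-regulated by LPS against the paper's 77 and 0 down-regulated by LPS against the paper's 19. The number reversed by both co-treatments was 0 against the paper's 80. For DEGs, the values were 194 with DESeq2 and 174 with DESeq2 with the prior on log2 fold changes, and for reversed genes 101 with DESeq2 and 94 with DESeq2 with the prior on log2 fold changes. For those up-regulated by LPS they were 80 with DESeq2 and 76 with DESeq2 with the prior on log2 fold changes, for those down-regulated by LPS 21 with DESeq2 and 18 with DESeq2 with the prior on log2 fold changes, and for those reversed by both 88 with DESeq2 and 78 with DESeq2 with the prior on log2 fold changes. These settings were among the alternatives set before the data were examined, and the others did not come within 1.5 times the paper's values: RLE size factors in edgeR, library size scaling, the filter of at least 1 count, the filter of at least 10 counts in every library, all groups in one fit, the replicate block, the replicate block with all groups in one fit and no minimum on the fold change. The paper also gives the share of FruArg DEGs that were reversed, and the share of those that AGE reversed. With 0 DEGs neither share has a value here. With DESeq2, DESeq2 with the prior on log2 fold changes and the replicate block, the first was 52.1, 54.0 and 46.5% and the second 87.1, 83.0 and 72.5%. In the paper's text the DEGs number 175, whereas the paper's Supplementary Table S3 lists 176 genes. With the replicate block, 458 of the 458 genes of the paper's Supplementary Table S2 and 176 of the 176 of its Table S3 were called. DESeq2 with the prior called 453 and 174 of them, and the 174 were all the genes it called for FruArg. Its median absolute difference from the paper's log2 fold changes was 0.0024 for AGE and 0.00054 for FruArg. These gaps thus go with the tool and its settings.

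In the PCA, the SD of the third component was 1.77 against the paper's 4.56230. None of the alternatives set before the data were examined closed the gap, with values under the other gene sets, pseudocount and scalings between 1.68 and 20.9. In Fig. 2B, 13 genes were up-regulated after LPS against the paper's 21, and 20 down-regulated against the paper's 13. Of the alternatives set before the data were examined, none closed the first gap, and only 19 with the filter of at least 10 counts in every library came within 1.5 times of the paper's second value. In the colors of Fig. 2B itself, 13 genes are up-regulated and 21 down-regulated.

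The log2 fold changes were 3.69 for Apopt1 after AGE (the paper's 2.69, and 2.68 with the prior), -4.17 for Hrc after AGE (the paper's -2.97, and -2.96 with the prior), 3.89 for Mmp12 after AGE (the paper's 3.22, and 3.22 with the prior), -5.33 for Ms4a4c after AGE (the paper's -4.05, and -4.04 with the prior), 4.23 for Serpinb2 after AGE (the paper's 2.94, and 2.93 with the prior), -4.48 for Slfn1 after AGE (the paper's -3.39, and -3.38 with the prior) and 10.07 for Il6 after LPS (the paper's 7.95, and 7.94 with the prior). None of the other alternatives set before the data were examined that tested these genes closed these gaps. For Gsta3 after FruArg the value was 1.66 against the paper's 1.28, and of the alternatives set before the data were examined only DESeq2 with the prior on log2 fold changes reached the paper's value, with 1.27. With DESeq2 (1.64), the filter of at least 1 count (1.65) and the filter of at least 10 counts in every library (1.63) the gap hardly changed and fell within the SE of 0.38, and with RLE size factors in edgeR, library size scaling, all groups in one fit, the replicate block and the replicate block with all groups in one fit it did not fall within it. For Nos2 after LPS it was 9.54 against the paper's 9.00, brought within the SE by 8.99 with DESeq2 with the prior on log2 fold changes and 9.12 with library size scaling, and not by DESeq2, RLE size factors in edgeR, the filter of at least 1 count, all groups in one fit, the replicate block and the replicate block with all groups in one fit. For Mgst2 after FruArg it was 2.64 against the paper's 1.64, and none of the alternatives with an adjusted p closed the gap (RLE size factors in edgeR, library size scaling, the filter of at least 1 count, the filter of at least 10 counts in every library, all groups in one fit, the replicate block and the replicate block with all groups in one fit). DESeq2 with the prior gave Mgst2 a log2 fold change of 1.64 without an adjusted p, which reaches the paper's value.

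The paper gives Il1a, Il1b, Cd14, Tnf, Nfkb1 and Hmox1 as repressed by AGE. Here their log2 fold changes in AGE+LPS against LPS were 1.93, 1.54, 0.27, 0.29, 0.058 and 0.058, and 0 of the 11 genes named there that are reported here were down-regulated DEGs. Of these 11, the paper's own Supplementary Table S2 lists only Il1a and Il1b, both as up-regulated. Of the 12 genes reported here that it gives as repressed by FruArg, 10 had a positive change here, among them Il1a (1.43), Il1b (1.32), Nfkb1 (0.13), Nfkb2 (0.20) and Cd14 (0.56). Map2k3 and Map2k6 also rose after FruArg, but both were lower in LPS than in control cells, so this goes against their change by LPS. Of the 12 genes, the paper's own Supplementary Table S3 lists only Il1a, Il1b and Hmox1, each as up-regulated. It also gives Traf1 and Pik3r5 as inhibited by FruArg, and here these had log2 fold changes of 0.00099 and 0.30. Among the genes given here with a value, leaving out 1 library made the change negative for Nfkb1 (-0.072 without AGE+LPS replicate 1) and Hmox1 (-0.029 without LPS replicate 2 and -0.26 without AGE+LPS replicate 2) after AGE, and for Nfkb2 (-0.082 without LPS replicate 2) and Traf1 (-0.069 without LPS replicate 2 and -0.18 without FruArg+LPS replicate 2) after FruArg. The paper ranks TNFR2 signaling first among the pathways changed by AGE, but this pathway was found only in its Supplementary Table S4, for LPS against the control, and not in its Tables S5 and S6 for the co-treatments. Here its camera adjusted p was 0.053, against 1.5e-08 for activation of IRF and 2.6e-07 for death receptor signaling. With the replicate block that of TNFR2 signaling was 0.030, and over the alternatives it lay between 0.030 and 0.50.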

Other observations

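The tests of a shared lane or culture batch and of the most counted genes as the whole cause were chosen after their results had been seen, the tests of GC content in the co-treatments after a trend of the lane difference with GC content had been seen, and the others after the pattern but before their own results.

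Between the replicates of a group, the difference of replicate 2 from replicate 1 correlated with GC content across 12826 genes, with a Spearman's rho of -0.596 for the mean of the groups. It was -0.301 in control, -0.616 in LPS, -0.584 in AGE+LPS and -0.334 in FruArg+LPS libraries. With exonic length the rho was 0.0483, which argues against gene length. A candidate explanation is thus a GC bias that differs between the lanes or runs. Whether a shared lane or a shared culture batch is behind the difference cannot be told apart, since both go with the replicate number. The lowest correlation of the difference between groups was 0.244. Each treatment is in both lanes, so no biological explanation was tested.

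With edgeR's filter and no block, 0 genes were DEGs of FruArg+LPS against LPS (1543 with an unadjusted p below 0.05), against 766 with the replicate block. Also without a block, 503 were DEGs with the filter of at least 1 count, 5 with all groups in one fit, 194 with DESeq2 and 174 with its prior, so the count depends on the filter and the tool as well. With the GC trend of each library within its group removed and no block, 50 were DEGs. This argues against a GC trend between replicates as the whole cause. The same correction gave 786 for AGE+LPS against LPS and 0 for FruArg+LPS against AGE+LPS (1309 with an unadjusted p below 0.05). In simulated data, a lane difference that was the same in both groups took the calls of edgeR without a block from 200 to 0. It was not fitted to the data, where the replicate difference correlated with r = 0.351 between LPS and FruArg+LPS. A difference between lanes apart from GC content may contribute, but the simulation does not show how much. Why the filter of at least 1 count and DESeq2 gave more DEGs without a block was not tested and stays open.

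Fewer genes were detected in FruArg+LPS replicate 1 (14607) than in each of the other libraries (16341 to 18728). After all libraries were thinned to 2707500 counts, it had 13881 against 14943.1 to 15846.7, which argues against depth. Its 100 most counted genes took 33.5% of the counts, against 27.0% to 32.8% in the others. With these genes left out and the rest thinned, 13822.6 genes were detected, against 14908 to 15677.1. A larger share taken by a few genes may thus contribute but does not account for the whole difference. An effect of FruArg stays open, untested, and so does a lower number of molecules in this library.

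Over all genes tested, with a different LPS library in each change and within lanes, the slope of the change by co-treatment on the change by LPS was at most -0.21 for AGE and -0.093 for FruArg. Not within lanes it was at most -0.17 for AGE and -0.094 for FruArg. These values argue against noise of the shared LPS libraries as the whole cause. With the GC trend removed it was at most -0.095 for FruArg. The log2 fold change had a Spearman's rho with GC content of 0.429 for FruArg, 0.144 for AGE and -0.0850 for LPS. For FruArg it was 0.261 and 0.503 within the lanes, which argues against a bias of a single library. The changes by AGE and by FruArg, taken from different lanes, had a correlation across genes of at least 0.426. A partial reversal of the LPS response by both co-treatments stays open as a hypothesis, found and tested on the same libraries.

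Interferon-stimulated genes were set against NF-kB targets. With the slope on the LPS change removed, the medians in the lanes of replicates 1 and 2 were -0.38 and -0.52 after AGE and -0.38 and -0.20 after FruArg for interferon-stimulated genes, and 0.89 and 0.81 after AGE and 0.95 and 0.93 after FruArg for NF-kB targets. The former minus the latter was -1.27 and -1.32 after AGE and -1.34 and -1.13 after FruArg, and the NF-kB targets made the larger part of it. With the GC trend removed, the medians of the interferon-stimulated genes were -1.18 and -1.38 after AGE and -1.10 and -0.65 after FruArg, and those of the Nrf2 targets after FruArg were 0.85 and 0.67, which argues against GC content. A lower interferon arm beyond the general reversal and NF-kB targets that follow this reversal less are hypotheses that stay open, and the calls of these lists did not hold with an estimated correlation between genes.

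The medians of the other fixed lists in AGE+LPS against LPS were -0.12 (16 of 30 down-regulated, camera adjusted p = 0.050; 0.13 without LPS replicate 1, -0.20 without LPS replicate 2, -0.23 without AGE+LPS replicate 1 and 0.19 without AGE+LPS replicate 2) for NF-kB targets, 0.15 (16 of 27 up-regulated, camera adjusted p = 0.071; 0.43 without LPS replicate 1 and 0.082 without LPS replicate 2) for cell cycle genes and 0.41 (16 of 19 up-regulated, camera adjusted p = 6.4e-04) for sterol and fatty acid synthesis genes. With the replicate block the NF-kB targets had a median of -0.15 and a camera adjusted p of 0.0060, and with library size scaling a median of 0.040 and a camera adjusted p of 0.033 (0.0060 to 0.41 over the alternatives). The direction that camera gave was up in all 3 fits, although 2 of the medians were negative, so these p-values are not evidence of lower NF-kB targets. In FruArg+LPS against LPS the medians were 0.20 (24 of 30 up-regulated, camera adjusted p = 1.8e-06; 0.51 without LPS replicate 1, 0.077 without LPS replicate 2 and 0.34 without FruArg+LPS replicate 2) for NF-kB targets, -0.23 (19 of 25 down-regulated, camera adjusted p = 0.090; -0.096 without LPS replicate 1, -0.42 without LPS replicate 2, -0.43 without FruArg+LPS replicate 1 and -0.052 without FruArg+LPS replicate 2) for cell cycle genes and 0.20 (12 of 18 up-regulated, camera adjusted p = 0.090; 0.11 without FruArg+LPS replicate 1) for sterol and fatty acid synthesis genes. Under fry the NF-kB targets and the sterol and fatty acid synthesis genes passed after FruArg (adjusted p = 0.034 for both, with 6.3e-07 to 0.19 and 0.034 to 0.24 over the alternatives).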
